# Investigation of the transcriptomic response in Atlantic salmon (*Salmo salar*) gill exposed to *Paramoeba perurans* during early onset of disease

**DOI:** 10.1038/s41598-021-99996-1

**Published:** 2021-10-19

**Authors:** Anita Talbot, Laura Gargan, Grainne Moran, Louis Prudent, Ian O’Connor, Luca Mirimin, Jens Carlsson, Eugene MacCarthy

**Keywords:** Molecular biology, Transcriptomics, Infection

## Abstract

Amoebic Gill Disease (AGD), caused by the protozoan extracellular parasite *Paramoeba perurans* (*P. perurans*) is a disease affecting Atlantic salmon (*Salmo salar*). This study investigated the gill transcriptomic profile of pre-clinical AGD using RNA-sequencing (RNA-seq) technology. RNA-seq libraries generated at 0, 4, 7, 14 and 16 days post infection (dpi) identified 19,251 differentially expressed genes (DEGs) of which 56.2% were up-regulated. DEGs mapped to 224 Gene Ontology (GO) terms including 140 biological processes (BP), 45 cellular components (CC), and 39 molecular functions (MF). A total of 27 reference pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) and 15 Reactome gene sets were identified. The RNA-seq data was validated using real-time, quantitative PCR (qPCR). A host immune response though the activation of complement and the acute phase genes was evident at 7 dpi, with a concurrent immune suppression involving cytokine signalling, notably in interleukins, interferon regulatory factors and tumour necrosis factor-alpha (*tnf-*α) genes. Down-regulated gene expression with involvement in receptor signalling pathways (NOD-like, Toll-like and RIG-1) were also identified. The results of this study support the theory that *P. perurans* can evade immune surveillance during the initial stages of gill colonisation through interference of signal transduction pathways.

## Introduction

Amoebic Gill Disease (AGD) is a gill disease of marine cultured Atlantic salmon, caused by the free-living protozoan *Paramoeba perurans (P. perurans)*^1^ also known as *Neoparamoeba perurans*. Among the parasitic conditions affecting gill health, AGD is the most significant in terms of prevalence and economic impact^2^. First described in Tasmania in 1985^1^, AGD is now present in most Atlantic salmon producing countries^2^ and affects fish during the marine grow out cycle of production at sea temperatures ranging from 7 to 20 °C^2^. Macroscopically, AGD lesions are visible as white raised mucoid patches on the gill, due to increased mucus production by mucous cells. The colonisation of the gills by *P. perurans* initiates a tri-phasic host response which includes a localised reaction to parasite attachment, non-specific immuno-regulatory cell infiltration and advanced hyperplasia with epithelial stratification^3^. Proliferation and fusion of the lamellar epithelium decreases the functional gill surface area and increases the diffusion distance in the water-blood barrier for oxygen transfer. Consequently, AGD-affected individuals experience respiratory disturbances^4^. Microscopically, fresh gill smears can be used to detect the presence of amoebae. Additionally, histological examination of AGD gill tissue is used to confirm hyperplasia, lamellar fusion, the presence of lamellar vesicles in addition to the presence of amoeba, while species identification can be confirmed using a real-time PCR (qPCR) assay^5^. A widely used practical method for determining the presence and severity of AGD is the gross gill score^6^ (0 indicating no AGD, and 5 signifying extensive disease) across each side of all 8 gills. In the absence of a vaccine, current AGD treatments are limited to freshwater or hydrogen peroxide baths, which remove the amoebae from affected gills, and reduce gill mucus viscosity^3,7^. Bath treatments can cause stress and result in mortalities, and multiple treatments may be required during the grow-out production cycle, due to high re-infection rates. Gill scoring is the primary method employed to monitor AGD^6^ and is often used to initiate treatment. However, a recent study looking at gene expression, gross morphology and histopathology as tools for monitoring proliferate gill disease (PGD) in salmon reported a lack of association between gill score and gene expression or histology^8^. Previous AGD gill gene expression studies have utilised numerous molecular techniques including microarray analysis^9–11^, polymerase chain reaction (PCR)^12–17^, and more recently RNA-seq^18,19^ to investigate host response expression profiles. Although results can vary depending on the dose and virulence of the *P. perurans*, fish size, duration of infection and use of lesion or non-lesion specific gill tissue, these earlier studies found a localised immune suppression with genes involved in Th1, Th17 and Tregs pathways being down-regulated^12^, while pro-inflammatory cytokines (Il-1β)^13^,and Th2 cytokines (il4/13a and il4/13b2)^12,14^ were up-regulated. Mucus production is increased with AGD and investigation into mucin genes expression found mucin 5 to be up-regulated ^14^. The differential expression of the superoxide dismutase and catalase genes involved in oxidative stress has also been reported in late stage AGD^20^. The down-regulation of tumour suppressor p53 (p53) has been proposed as one of the mechanisms underlying cell proliferation in AGD^21^. Resistance to AGD has a moderate heritable genetic component and a recent study combining genome wide association analysis with RNA-seq gene expression profiling in the gill, reported the down-regulation of immune system components during the initial stages of the infection, while genes involved in cell adhesion processes were found to be up-regulated^18^. The involvement of the interferon response, systemic inflammation and apoptosis have also been associated with AGD resistance^22^. More recently, a dual RNA-seq study investigating the host-parasite interaction identified two transcription factors, znfOZF-like and znf70-like, with involvement in the immune response, cellular proliferation and invasion to be differentially expressed in response to AGD. The aim of this study was to utilise RNA-seq technology to investigate further the gill transcriptome, subsequent to *P. perurans* colonisation but in advance of mucoid lesion development, in AGD-affected fish, in order to identify biomarkers of early-stage disease.

## Results

### Gill score

Clinical symptoms of AGD were determined by macroscopic examination of the intact gills in euthanised fish and were scored according to Taylor et al.^6^. Prior to sampling, 3 fish were taken from each duplicate control and AGD-affected tanks, and all 6 fish placed in an anaesthetic bath. Naïve control fish (6) and experimental fish (6) were sampled at each time point (0, 4, 7, 14 and 16 dpi) and all fish were gill scored. No lesions were evident on the gills in AGD-affected groups at 4 and 7 dpi, with 3/6 fish at gill score 1 at 14 dpi. At 16 dpi, all six fish had a gill score of between 1 and 2.

### Detection of *P. perurans* DNA

Gill tissue from six naïve control, and six AGD-affected fish were analysed by qPCR for the presence of *P. perurans* DNA at 0, 4, 7, 14 and 16 dpi. The higher the crossing threshold value (Ct), the less *P. perurans* DNA that was detected. The qPCR was negative for the naïve control fish at all five sampling time points. The Ct values in the AGD-affected fish at 4 dpi were 34.6 ± 0.47, n = 5 (1 fish had a negative result with no *P. perurans* DNA detected), at 7 dpi was Ct 31.8 ± 2.7, n = 6, at 14 dpi the Ct was 28.8 + 1.5, and at 16 dpi the Ct was 29.4 + 1.7. The qPCR results indicate an increasing amoebic load, based on the level of *P. perurans* DNA detected, on the gill from 4 to 16 dpi.

### Histopathology analysis

Gills were examined microscopically following staining with haematoxylin/eosin (Fig. 1). Some small areas of mild epithelial hyperplasia was evident at 4 dpi, while more extensive hyperplasia and lamellar fusion can be seen at 7dpi. Substantial hyperplasia and lamellar fusion with the formation of lamellar vesicles, indicative of AGD, were evident at 14 dpi and 16 dpi.

**Figure 1:**
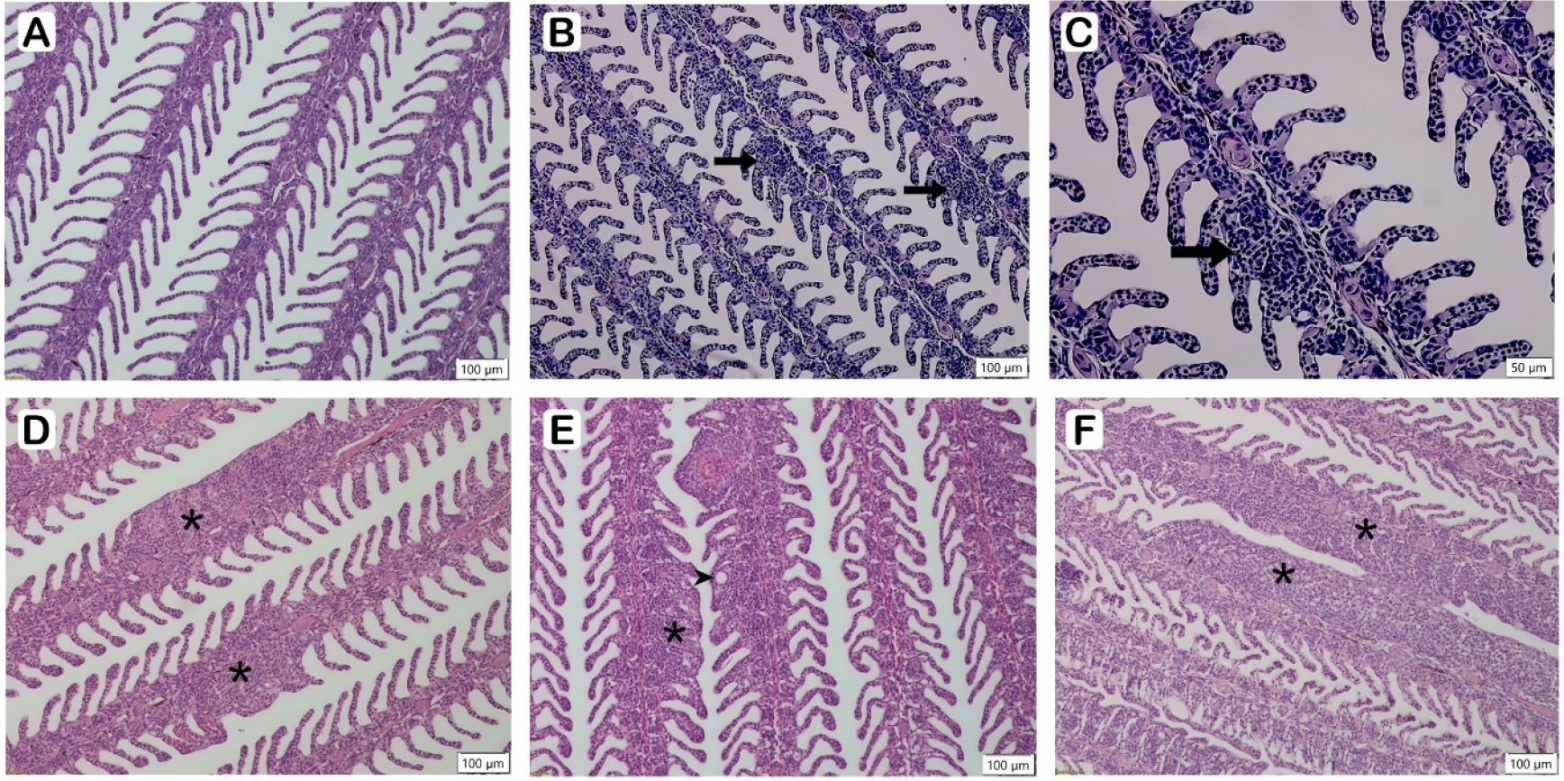
Histology in AGD-affected gills at 0 dpi, (**A**) 4 dpi, (**B**,**C**) 7 dpi, (**D**) 14 dpi, (**E**) and 16 dpi (**F**) in AGD-affected gill tissue. Normal gill naïve control fish showing individual gill filaments with lamellae (**A**). Some small areas of mild epithelial hyperplasia is evident at 4 dpi, indicated by arrows, (**B**), also shown at a higher magnification (**C**). More extensive hyperplasia and lamellar fusion, indicative of AGD, can be seen at 7dpi (**D**) and is indicated by asterisks. The increasing hyperplasia, lamellar fusion (asterisks) with the formation of lamellar vesicles (arrowhead) is evident at 14 dpi (**E**). At 16 dpi (**F**) there is extensive lamellae fusion in adjoining gill filaments (asterisks). Slides were stained with H&E and the scale is indicated on each image.

### Mapping RNA-seq reads to reference genome

Information related to the number of reads and alignments to the *Salmo salar* reference genome ICSASG_v2 (GenBank: GCF_000233375.1)^23^ for the 6 fish from each of the 5 sampling time points (0, 4, 7, 14 and 16 dpi) is presented in Supplementary Table S1 online. 

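RNA-seq libraries came from the gill of 6 naïve control fish at 0 dpi and of 6 fish with amoebic gill disease (AGD) at each of 4, 7, 14 and 16 dpi, with 1 library per fish and 30 libraries in all. The AGD-affected fish had been exposed by immersion to the amoeba Paramoeba perurans, and naïve fish of a later day were not analysed here. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 and counted fragments per gene with featureCounts, and their raw counts are the values used here. Fragments assigned to genes numbered 17067854 to 25173681 in the control fish (median 22102673) and 15109383 to 23601837 at 4 dpi (median 20768238). They numbered 16231978 to 19968567 at 7 dpi (median 17317667), 16496355 to 21449560 at 14 dpi (median 18203392) and 14740735 to 19594519 at 16 dpi (median 16955676). Fragments aligned to more than 1 place were not counted, so genes with near-identical paralogues hold fewer counts than they received. Alignments of such fragments were 16.96 to 31.97% of all records that featureCounts classed in a library, where 1 fragment can have several records.

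For each time point, the 6 AGD libraries were compared with the 6 control libraries by the quasi-likelihood F-test of edgeR after normalisation by TMM. Genes with too few counts were removed with filterByExpr, which left 32984, 31263, 32423 and 32235 genes at 4, 7, 14 and 16 dpi. An adjusted p (Benjamini-Hochberg) under 0.05 was taken as a change, with no minimum fold change. Levels are given as CPM, which are counts scaled to library size, and each log2 fold change has its standard error. Counts of single genes are given raw, whereas log2 fold changes are scaled by TMM, so the fold of raw counts can differ from them, above all at 7 dpi. Lists of genes for cell types and processes, 36 in number, were set before the data were examined and were tested with camera. With the correlation between genes estimated from the data, none of the list tests with all 6 fish per group passed, and those p values are given beside each list. List tests that leave out fish were run with the preset correlation only.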

The sequencing depth ranged from 21.7 to 35.4 M raw reads. The number of clean, paired reads ranged from 19.8 to 32.9 M (88.4% to 94.7%). Assigned fragments in HISAT2 ranged from 18.7 to 31.8 M (91% to 97%) and the number of assigned feature counts ranged from 14.7 to 25.2 M.

### Sample similarity

Principal component analysis (PCA) was generated to visualise the relationships between all samples, as well as samples by time point (Supplementary Fig. S1 online). The similarity between samples from thirty-six RNA-seq libraries (6 fish × 6 groups, including 2 groups from T0) was analysed. Only one of the control libraries (T0_GCRL) was used in the pairwise comparisons. The variation in the PC1 was 70%, and in PC2 was 4%. From the PCA plot, it was evident that four of the six AGD-affected samples at 7 dpi clustered together, while one sample aligned with the earlier time points, and one sample aligning with the later time points.

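Genes typical of hepatocytes, such as those for serum albumin, apolipoproteins, coagulation factors, acute phase proteins and complement components, held 38.4, 40.5, 33.2 and 39.8% of the counts in fish 2, 3, 4 and 5 at 7 dpi. In the control fish these liver-type genes held 0.76% ± 0.038 (SD, n = 6), and in fish 1 and 6 at 7 dpi 0.651 and 0.644%. Ionocyte genes, which encode the ion pumps and channels of the gill's salt-transporting cells, held 4.96, 4.59, 4.42 and 3.82% of their mean share in the control fish in fish 2 to 5, and 98.9 and 97% in fish 1 and 6. Keratin genes of the gill epithelium held 6.24, 5.23, 10.4 and 5.98% of their control share in fish 2 to 5, and 108 and 118% in fish 1 and 6. The Wilson 95% intervals of the liver-type shares at 7 dpi reach at most 0.024 percentage points to either side and cover counting error only.

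Fish 2 to 5 lay at 403.2 to 446.9 on PC1, and the other 26 libraries at -79.8 to -27.1. PC1 held 73.63% and PC2 4.97% of the variance over 34205 genes in 30 libraries. Fish 1 lay at -64.9 on PC1 and 30.4 on PC2, and fish 6 at -71.5 and -28.8. The ranges on PC2 overlapped between the control fish (-34.7 to 120.3), 4 dpi (-49.5 to 39.5), 14 dpi (-28.6 to 67.9) and 16 dpi (-39.1 to 31.5). The paper accounts for the spread at 7 dpi by the number of amoebae on each gill, which an immersion challenge does not control.

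**Figure D1:**
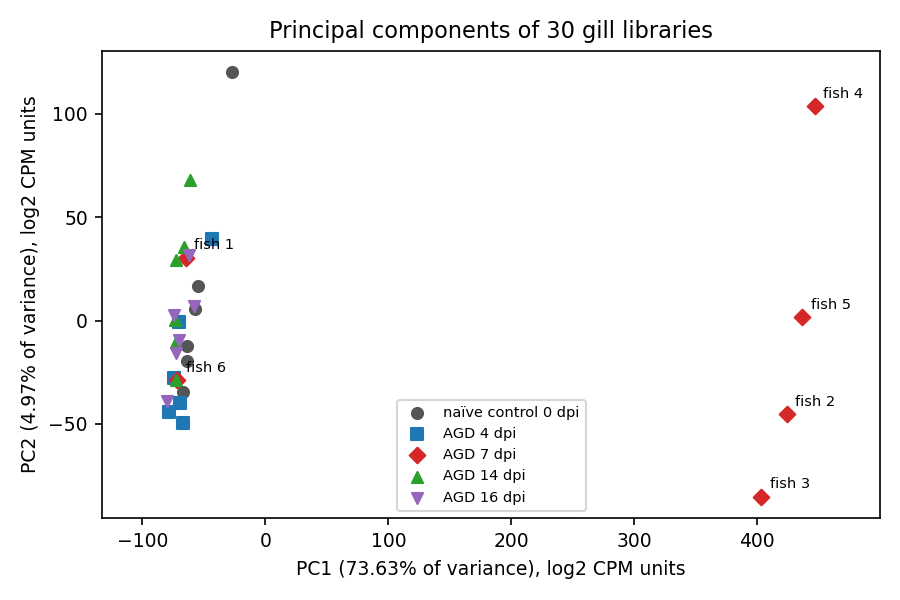
Libraries on PC1 (x axis) and PC2 (y axis), 1 point per fish, coloured by group, with the 6 fish of 7 dpi numbered. Fish 2 to 5 of 7 dpi lie between 403.2 and 446.9 on PC1.

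**Figure D2:**
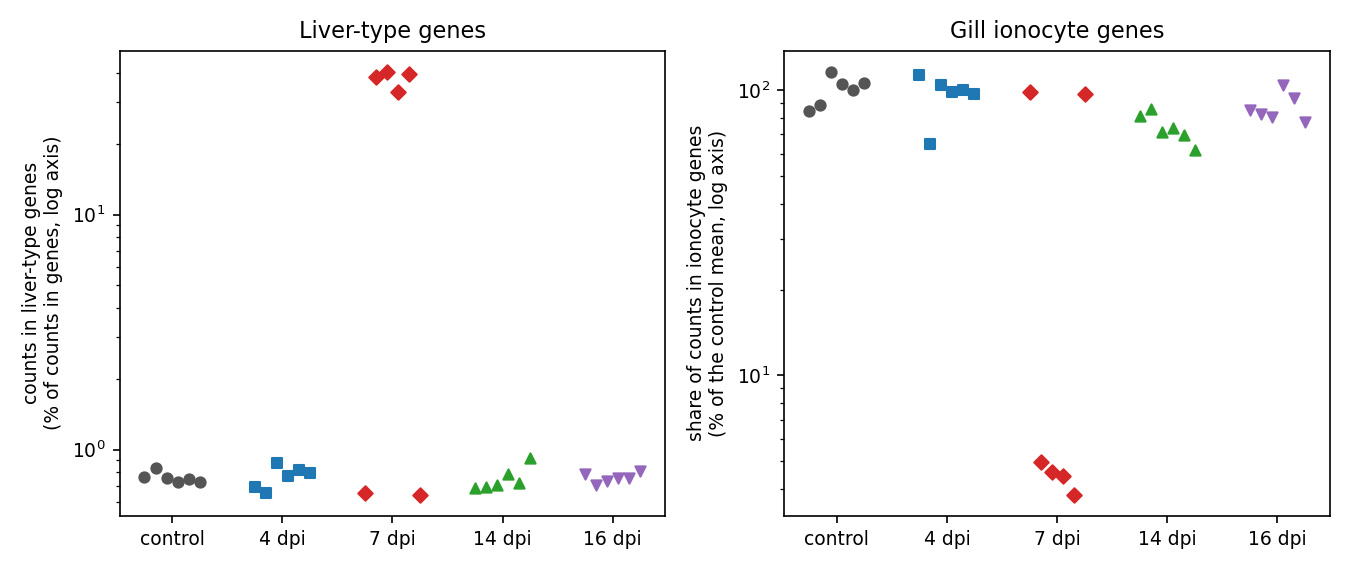
Share of counts in liver-type genes (left, % of counts in genes) and share in ionocyte genes (right, % of the control mean), 1 point per fish and both on log axes. In 4 fish of 7 dpi the left share is 33.2 to 40.5% and the right share 3.82 to 4.96%.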

### Differentially expressed genes (DEGs)

Differentially expressed genes were identified at each of the four experimental time points (4, 7, 14 and 16 dpi) relative to naïve control fish (0 dpi). The number of genes differentially regulated in the AGD-affected gill tissue was 19,251 of which 56.2% were up-regulated over the course of the AGD trial. 

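C type lectin receptor A (clra), which binds sugars on pathogens, and leukocyte cell-derived chemotaxin-2-like (lect2), a secreted protein that attracts neutrophils, were among 268 genes that were higher at one time point and lower at another. The genes called by edgeR numbered 10389 in all, with 6467 higher and 4190 lower at 1 or more time points. Of these 6467 genes, 2965 were higher at 7 dpi only. At an unadjusted p under 0.05 the genes higher and lower numbered 4507 and 4772 at 4 dpi, 6313 and 3145 at 7 dpi, 4447 and 4279 at 14 dpi, and 4631 and 5138 at 16 dpi.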

The pattern of gene expression at 4, 14 and 16 dpi identified more genes down-regulated (61.6%, 52.4%, and 54.7% respectively) with the majority of genes having a log_2_fold change (log_2_FC) expression between − 2 and + 2. 

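The phytanoyl-CoA dioxygenase domain-containing gene LOC106612333, of a family of oxygenases, fell by 5.89 log2 units at 4 dpi (standard error 0.56, adjusted p = 6.3e-05), by 4.15 at 14 dpi (0.41, 1e-04) and by 5.95 at 16 dpi (0.36, 5.9e-07). Neutrophil cytosol factor 2-like (LOC106580712), a subunit of the phagocyte oxidase that makes superoxide, fell by 3.86 at 4 dpi (standard error 0.3, adjusted p = 1.8e-05) and by 3.25 at 16 dpi (0.24, 3.9e-06). NADPH oxidase organizer 1-like (LOC106610051), which activates a related oxidase of epithelia, fell by 3.97 at 14 dpi (0.27, 1.4e-05). Keratin, type I cytoskeletal 18-like (LOC106575639), a filament protein of simple epithelia, rose by 3.1 at 4 dpi (0.67, 0.011) and by 4.59 at 16 dpi (0.68, 0.00047). The NK1 transcription factor-related gene LOC106562982 rose by 2.63, 3.15 and 2.88 at 4, 14 and 16 dpi (standard errors 0.43, 0.34 and 0.44, adjusted p = 0.002, 0.00019 and 0.00066). A protein-glutamine gamma-glutamyltransferase (LOC106583701), of the enzymes that cross-link proteins, rose by 3.76 at 14 dpi (0.63, 0.0019) and by 3.24 at 16 dpi (0.41, 0.00019).

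In all, 1368 genes were higher and 2329 (63%) lower at 4 dpi, 1969 higher and 2027 (50.7%) lower at 14 dpi, and 2425 higher and 2946 (54.9%) lower at 16 dpi. Of the changed genes, 97.7, 97.6 and 97.1% had a log2 fold change between -2 and 2. The number of genes higher at 4 dpi was 783, 768 and 605 without control fish 3, 4 and 5, and 891, 684 and 705 without AGD fish 4, 5 and 6, and the number lower was 1423, 1388 and 1398 without control fish 5 and AGD fish 5 and 6. At 14 dpi the number higher was 1249 without control fish 5 and 1261 without AGD fish 4, and the number lower was 3271 without control fish 1 and 1335 without control fish 5.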

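At 7 dpi, serum albumin 1 (alb1), the main plasma protein, had a log2 fold change of 14.55 (standard error 2.98) and transferrin (trf), the iron carrier of plasma, one of 13.24 (2.71). Fatty acid-binding protein 10-A, liver basic (LOC106582922), had 14.51 (2.98), bile salt export pump-like (LOC106575306), a transporter of the bile canaliculus, 12.16 (2.21), and coagulation factor IX-like (LOC106612366) 10.8 (1.86), each with an adjusted p of 0.012. Without fish 2 to 5 the log2 fold changes of these 5 genes were -1.62, -1.19, -3.62, 1.84 and 0.43, with adjusted p of 0.69, 0.35, 0.26, 0.64 and 0.87. Among lists of liver-type genes, 20 of 31 hepatocyte enzymes and transporters, 25 of 29 plasma carriers and 13 of 17 coagulation factors were higher (22, 25 and 15 when adjusted over the list alone). Their camera adjusted p were 5.5e-05, 1e-09 and 7.7e-07, and the adjusted p was 0.5 with an estimated correlation for each. Without fish 2 to 5 the list of plasma carriers was lower than other genes (median -0.55, adjusted p = 0.0014), as was that of coagulation factors (median -0.7, 0.0019), and the list of enzymes did not pass (0.95). These 3 tests rest on 2 AGD fish and the preset correlation, and an estimated correlation was not run on them.

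The largest fall among called genes was that of LOC106612333, by 6.36 (standard error 1.04, adjusted p = 0.012), and without fish 2 to 5 the gene was still lower (-5.07, adjusted p = 0.023). NADPH oxidase organizer 1-like fell by 3.86 (0.6, 0.012) and eosinophil peroxidase-like (LOC106572795), an enzyme of granulocytes, by 3.55 (0.88, 0.021). These genes were also lower without fish 2 to 5, by 3 (adjusted p = 0.032) and 2.23 (0.034).

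In total, 3489 genes were higher and 509 lower, and 1924 of the changed genes had a log2 fold change above 2, 401 above 5 and 73 above 10, up to 15.23. With fish 1 and 6 alone against the control fish, 15 genes were higher and 13 lower of 34233 tested by edgeR, and 1751 and 1518 at an unadjusted p under 0.05. Of the 3489 genes higher with all 6 fish, 1 was called again, and their median log2 fold change went from 2.16 to 0.11. Of the 509 lower genes, 11 were called again, and their median went from -1.22 to -0.66. The number higher was 2015 to 2284 without 1 of control fish 2 to 6, 2163 to 2259 without 1 of AGD fish 2 to 5, and 5321 and 5748 without AGD fish 1 and 6.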

The pattern of gene expression shifted more toward gene up-regulation at 7 dpi (59.6% vs 40.4%) and a greater increase in the log_2_fold expression with most genes falling between a log_2_FC of − 2 and + 15 (Fig. 2).

**Figure 2:**
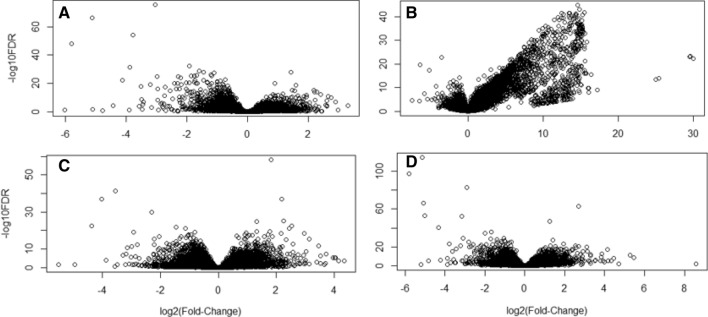
Volcano plots illustrating the pattern of differential gene expression over time. Plots represent 4 dpi (**A**), 7 dpi (**B**), 14dpi (**C**) and 16 dpi (**D**). The X-axis represents the log_2_FC in expression with negative numbers representing down-regulated expression and positive numbers representing up-regulated expression. The Y-axis is the *p*-value adjusted for or the false discovery rate (FDR < 0.05) to the negative log base 10. The pattern of expression was different at 7 dpi with more genes being differentially expressed, more genes being upregulated and with a higher log_2_FC compared to the other time-points.

Of the total number of differentially regulated genes (*Salmo salar* gene IDs) identified by RNA-seq, 8425 were down-regulated and 10,826 up-regulated. 

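Interleukin-17A-like (LOC106601367), a cytokine that recruits neutrophils, was lower at 4 dpi and passed the test at no other time point. Interferon regulatory factor 2-like (LOC106612476) passed as higher at 7 dpi only, interferon regulatory factor 4-like (LOC106571913), of a family that acts in lymphocytes, as higher at 14 dpi only, and interferon regulatory factor 9 (irf9), which carries the response to type I interferon, as lower at 16 dpi only. By edgeR between AGD fish, interferon regulatory factor 2-like differed between 7 dpi and 4 and 16 dpi (adjusted p = 0.042 and 0.044) but not between 7 and 14 dpi (0.06), while irf9 at 7 dpi passed against none of 4, 14 and 16 dpi (0.17, 0.15 and 0.96). The genes changed at a single time point by edgeR were 629 lower and 337 higher at 4 dpi, 121 lower and 2965 higher at 7 dpi, 377 lower and 516 higher at 14 dpi, and 784 lower and 714 higher at 16 dpi.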

A number of genes were differentially expressed at only one time point; 4 dpi; 1110 genes with 662 down- and 448 up-regulated, 7 dpi; 9469 genes with 3107 down- and 6362 up-regulated, 14 dpi; 1163 genes with 506 down- and 657 up-regulated, 16 dpi; 1240 genes with 588 down- and 652 up-regulated. 

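Lower at every time point were nitric oxide synthase 2 (nos2) and aconitate decarboxylase 1 (acod1), both enzymes of activated macrophages, and tandem C2 domains nuclear protein-like (LOC106599381). The last fell, with log2 fold changes of -3.87, -3.55, -2.94 and -5.08 at 4, 7, 14 and 16 dpi (standard errors 0.42, 0.52, 0.4 and 0.3, adjusted p = 2e-04, 0.012, 0.00066 and 5.9e-07). High mobility group protein B3-like (LOC106608930), a chromatin protein, was higher at every time point. In all, 200 genes were lower and 105 higher at the 4 time points, of 31027 tested at each, and 1028 were lower and 593 higher at 4, 14 and 16 dpi.

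The 4 comparisons share 6 control fish, and lists drawn independently would share 0.235 lower and 0.597 higher genes at all time points. In 5 simulations without any effect that kept the shared controls, the largest number at all 4 time points was 0. All simulated libraries were drawn from the same means and spread, and at most 1 gene was called in a comparison. The simulations therefore cannot tell what the real control fish add to the shared genes. With 3 control fish for 4 and 14 dpi and the other 3 for 7 and 16 dpi, 671 lower and 188 higher genes were common to 4 and 16 dpi and 410 lower and 239 higher to 14 and 16 dpi. No gene passed at 7 dpi in these fits, so none was common to all 4 time points. With fish 2 to 5 of 7 dpi left out, 12 genes were lower and 11 higher at all 4 time points.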

There were 609 down-regulated genes and 210 up-regulated common to all four time points (Fig. 3).

**Figure 3:**
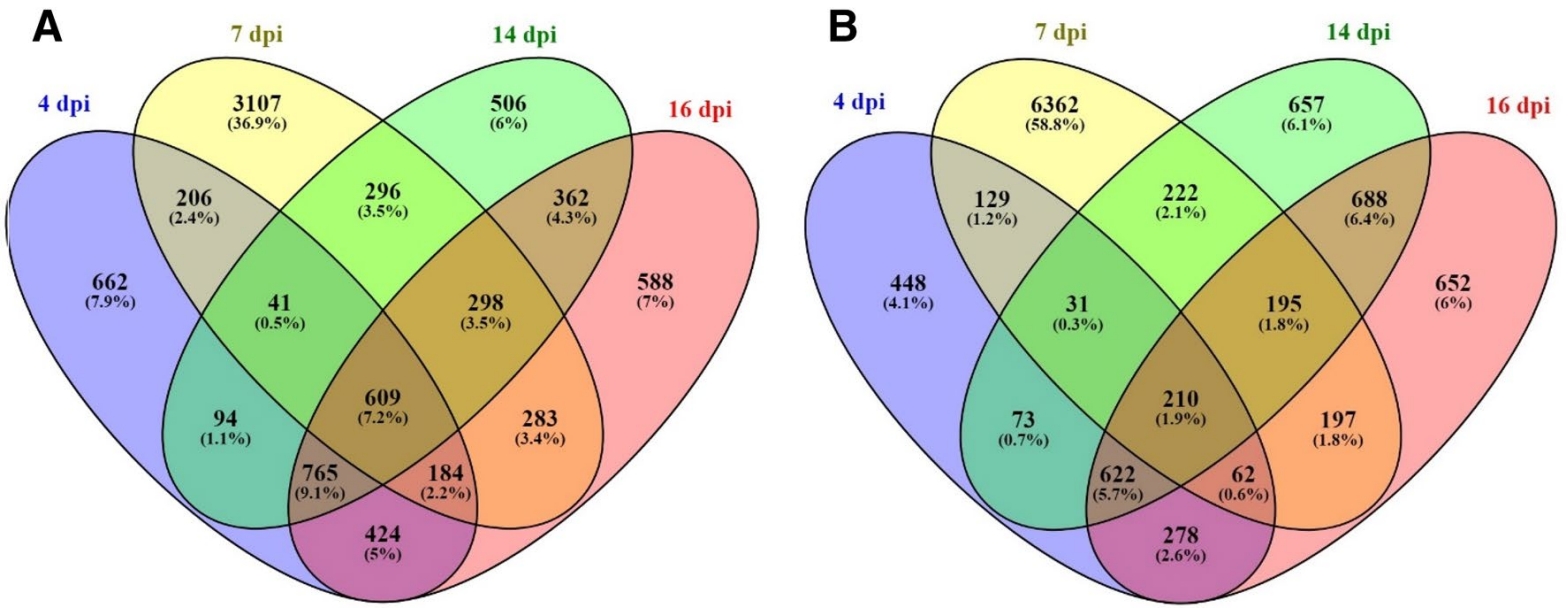
The distribution of differentially expresses genes in AGD-affected gill. The four-way Venn diagrams show the number and percentage of genes (**A**) down-regulated and (**B**) up-regulated at 4, 7, 14 and 16 dpi. Genes with a *p*-value adjusted for a false discovery rate (FDR) < 0.05 were assigned as differentially expressed in DESeq.

### Validation of RNA-seq data using qPCR

Ten genes from the gill RNA-seq data were selected for qPCR validation across all sampling time points (Table 1). All analysis was carried out on individual fish gill samples (n = 30). The qPCR pairwise comparisons matched those carried out in the RNA-seq study. Genes included *acod1: aconitate decarboxylase 1* (also known as *irg1*), *cath1: cathelicidin 1*, *clra*: *c type lectin receptor a*, *cc4: c–c motif chemokine 4-like*, *lect2: leukocyte cell-derived chemotaxin 2-like*, *il-8: interleukin-8-like*, *il-17a/f1: interleukin-17a/f1*, *nos2: nitric oxide synthase 2, inducible*, *ptx: pentraxin-related protein-like*, *sap: serum amyloid P-component-like*. These genes were selected from the RNA-seq data for validation based on their expression at more than one time point and their involvement in the immune response (Table 1). 

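Nitric oxide synthase 2 (nos2, Gene ID 100136358, chromosome 9 of ICSASG_v2 from 121392631 to 121407938), which makes nitric oxide in activated macrophages, fell, with log2 fold changes of -4.91, -5.72, -3.48 and -5.07 at 4, 7, 14 and 16 dpi (standard errors 0.43, 1.61, 0.36 and 0.34, adjusted p = 4.4e-05, 0.036, 0.00014 and 1.4e-06). Its level was 997 ± 223 CPM (SD, n = 6) in the control fish and 33.2 ± 23.4 CPM at 4 dpi. Aconitate decarboxylase 1 (acod1, Gene ID 106581616, chromosome 21 from 647384 to 654210), which makes the antimicrobial metabolite itaconate, fell, with log2 fold changes of -3.26, -3.37, -3.08 and -4.65 (standard errors 0.35, 1, 0.39 and 0.31, adjusted p = 0.00019, 0.045, 0.00047 and 1.4e-06). The interleukin-17F-like gene 106600843, a cytokine of mucosal defence, fell, with log2 fold changes of -3.81, -3.73, -1.61 and -3.75 (0.44, 0.73, 0.47 and 0.4, adjusted p = 0.00026, 0.012, 0.037 and 5.1e-05). C-C motif chemokine 4-like (cc4, Gene ID 106585882), which attracts leukocytes, fell, with log2 fold changes of -1.85, -2.24 and -3.24 at 4, 14 and 16 dpi (0.39, 0.44 and 0.36, adjusted p = 0.0091, 0.0048 and 5.7e-05), and at 7 dpi its log2 fold change of -3.29 did not pass (1.25, 0.1). Pentraxin-related protein PTX3-like (ptx3, Gene ID 106581433), a soluble pattern recognition molecule, fell by 0.99 at 16 dpi (0.21, 0.0056), and its values of -0.39, -0.43 and -0.52 at 4, 7 and 14 dpi did not pass (0.32, 0.24 and 0.23, adjusted p = 0.45, 0.25 and 0.17).

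At 7 dpi the calls of nos2 and acod1 were each lost in 10 of the 12 fits that left out 1 library, as was that of the interleukin-17F-like gene at 14 dpi in 7 of 12. With fish 2 to 5 of 7 dpi left out, the log2 fold changes of nos2, acod1 and interleukin-17F-like were -4.16, -1.95 and -2.75, with adjusted p of 0.002, 0.13 and 0.17.

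**Figure D3:**
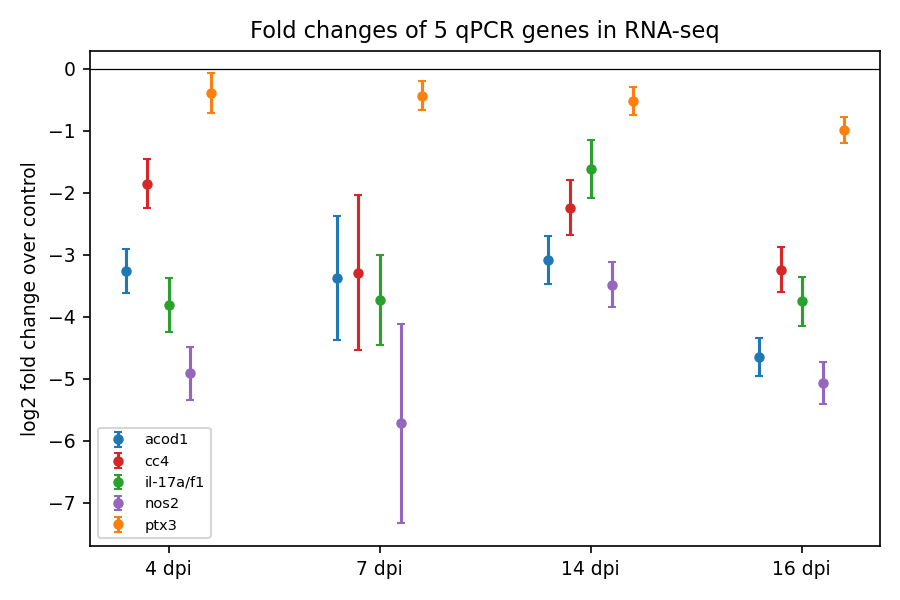
Log2 fold change over the control fish (y axis) at 4, 7, 14 and 16 dpi for acod1, cc4, il-17a/f1, nos2 and ptx3, with bars of 1 standard error and n = 6 fish per group. All points lie below 0, from -0.39 for ptx3 at 4 dpi to -5.72 for nos2 at 7 dpi.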

The results of the qPCR confirmed that *acod1*, *cc4*, *il-17a/f1* and *nos2*, and *ptx3* were down-regulated at every time point. *Cath1* was down-regulated at 4, 7 and 16 dpi. 

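The cathelicidin gene 100136453, whose product kills bacteria, fell by 3.18 log2 units at 4 dpi (standard error 0.45, adjusted p = 0.00079), by 3.39 at 7 dpi (0.78, 0.016) and by 1.56 at 16 dpi (0.47, 0.034), and at 14 dpi its value of -1.1 did not pass (0.42, 0.1). Another cathelicidin gene (100136439) fell by 1.2 at 4 dpi (0.25, 0.0093) and by 2.07 at 16 dpi (0.26, 0.00016). At 16 dpi the call of the first gene was lost in 7 of the 12 fits that left out 1 library. With fish 2 to 5 of 7 dpi left out, its log2 fold change was -2.14 (adjusted p = 0.17).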

Two genes, *clra* and *lect2* showed the same pattern of expression being greatly up-regulated at 7 dpi, while being down-regulated at the other time points. 

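The gene clra (Gene ID 100136446, chromosome 2 from 31018132 to 31022105) rose by 4.94 log2 units at 7 dpi (standard error 1.18, adjusted p = 0.019) and fell, with log2 fold changes of -2.45, -2.41 and -3.03 at 4, 14 and 16 dpi (0.22, 0.28 and 0.23, adjusted p = 4.4e-05, 0.00034 and 5.9e-06). Its level at 7 dpi was 2554 ± 2728 CPM (SD, n = 6) against 83.3 ± 27.2 CPM in the control fish, and 4 of the 6 fish lay above the control mean. The gene lect2 (Gene ID 106611589) rose by 5.01 at 7 dpi (1.19, 0.018), again with 4 of 6 fish above the control mean, and fell, with log2 fold changes of -1.9, -2.16 and -3.07 at 4, 14 and 16 dpi (0.32, 0.38 and 0.36, adjusted p = 0.0024, 0.0028 and 9.1e-05). In fish 1 and 6 alone the log2 fold changes at 7 dpi were -1.45 for clra (adjusted p = 0.16) and -0.79 for lect2 (0.72).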

*Il-8* was down-regulated at 7 dpi and up at 16 dpi. 

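The interleukin-8-like gene 106577833, which encodes a chemokine for neutrophils, had 23 counts in the 6 control libraries together and 100, 32, 127 and 154 counts in the libraries of 4, 7, 14 and 16 dpi, and was removed by the filter on low counts at every time point. At 7 dpi 24 of the 32 counts came from fish 1 and 7 from fish 6. Without that filter its log2 fold changes were 2.04, 1.2, 2.76 and 3.05 (standard errors 0.75, 0.75, 0.75 and 0.56), with adjusted p of 0.12, 0.32, 0.034 and 0.0018 from edgeR. The other paralogue, il8 (100195681), fell by 1.28 at 16 dpi (0.28, 0.0061), and its values of -1.02, -1.95 and -0.74 at 4, 7 and 14 dpi did not pass (adjusted p = 0.059, 0.07 and 0.11).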

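Serum amyloid P-component-like (Gene ID 106604759, chromosome 1 from 49435076 to 49436975), a pentraxin that binds bacterial surfaces, rose by 0.87 log2 units at 14 dpi (standard error 0.21, adjusted p = 0.014) and by 0.74 at 16 dpi (0.23, 0.036). Its values of 1.21 at 4 dpi (0.38) and 0.49 at 7 dpi (0.31) did not pass, with adjusted p of 0.054 and 0.29. The call at 16 dpi was lost in 9 of the 12 fits that left out 1 library.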

*Sap* was up-regulated at 4, 14 and again at 16 dpi (Table 1). To use the qPCR data to validate the RNA-seq data, a Spearman correlation analysis was performed using the qPCR log_2_FC average of 6 individual fish for each of the ten genes. The correlation coefficient rho (ρ) and statistical significance (*p*) was 4 dpi: ρ = 0.91, *p* < 0.0002, 7 dpi: ρ = 0.89, *p* < 0.0003, 14 dpi: ρ = 0.78, *p* < 0.008 and 16 dpi: ρ = 0.91, *p* < 0.0002.

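Of the 10 genes measured by qPCR, 9 passed the filter on low counts at every time point, and interleukin-8-like did not. Across these 9 genes, the RNA-seq log2 fold changes and the paper's qPCR values in Table 1 had a Spearman rho of 0.93 at 4, 7 and 16 dpi and 0.62 at 14 dpi. The permutation p were 0.00074, 0.00072, 0.00079 and 0.082 in the order 4, 7, 16 and 14 dpi (0.0011, 0.0011, 0.0011 and 0.082 adjusted over the 4 time points). Pearson's r was 0.95, 0.99, 0.79 and 0.89 at 4, 7, 14 and 16 dpi. With fish 2 to 5 of 7 dpi left out of the RNA-seq values only, rho at that day was 0.8 (permutation p = 0.014) and r 0.55. The paper's qPCR values for that day are averages over all its fish, fish 2 to 5 included. The values compared therefore do not come from the same fish, and this rho cannot tell whether the methods match in the fish left. At 14 dpi, DESeq2 fold changes for all 10 genes gave rho = 0.71 (permutation p = 0.026), and genes are not independent replicates.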

**Table 1:** Validation of RNA-seq data using qPCR.

Gene ID	Description	RNA-seq	qPCR	RNA-seq	qPCR	RNA-seq	qPCR	RNA-seq	qPCR
		FC, 4 dpi		FC, 7 dpi		FC, 14 dpi		FC, 16 dpi	
106581616	*acod*	− 7.7	− 7.1	− 8.5	− 12.7	− 6.9	− 9	− 20.2	− 22.3
100136453	*cath1*	− 7.7	− 5.9	− 9.1	− 9.0	nd	**1.1**	− 2.5	− 2.5
100136446	*clra*	− 4.7	− 1.4	**34**	**75.9**	− 4.6	**1.1**	− 7.1	− 1.4
106585882	*cc4*	− 3.5	− 3.2	− 9.5	− 8.5	− 4.7	− 2.0	− 9.3	− 2.8
106577833	*il-8*	nd	**1.6**	− 3.2	− 1.3	nd	**1.8**	**5.2**	**2**
106600843	*il17a/f1*	− 11.3	− 12.2	− 10.8	− 9.6	− 2.5	− 3.2	− 10.9	− 8
106611589	*lect2*	− 3.1	− 2.3	**36.8**	**45.9**	− 3.7	− 2.2	− 6.9	− 5.8
100136358	*nos2*	− 31.2	− 17.8	− 54.3	− 50	− 11.7	− 6.8	− 35.1	− 23.9
106581433	*ptx3*	nd	− 1.2	− 1.4	− 1.7	− 1.4	− 2.1	− 2	− 2.5
106604759	*sap*	**2.2**	**2.5**	− 1.4	**1.1**	**1.7**	**2.9**	**1.6**	**2.5**
Spearman correlation		ρ = 0.91, *p* < 0.0002		ρ = 0.89, *p* < 0.0003		ρ = 0.78, *p* < 0.0008		ρ = 0.91, *p* < 0.0002	

The expression of ten genes was analysed by qPCR across all experimental time points. Genes included *acod1: aconitate decarboxylase 1*, *cath1: cathelicidin 1*, *clra*: *c type lectin receptor a*, *cc4*: *c–c motif chemokine 4-like*, *lect2: leukocyte cell-derived chemotaxin 2-like*, *il-8:interleukin-8-like *, *il17a/f1*: *interleukin*-*17a/f1-like* , *nos: nitric oxide synthase 2, inducible*, *ptx: pentraxin-related protein-like*, *sap: serum amyloid P-component-like*. nd: not detected, FC; fold change, dpi: days post infection. The RNA-seq and qPCR data were analysed using Spearman's rank order correlation. The correlation coefficient rho (ρ) range is − 1 to 0 to + 1, where 0 represents no correlation, − 1 a negative correlation and + 1 a positive correlation, *p* is the statistical significance. Up-regulated genes are highlighted (bold).

### Gene ontology (GO)

GO and pathway enrichment analyses were undertaken to identify the function of genes whose expression was differentially expressed in the gill following exposure to *P. perurans*. DEGs mapped to 224 Gene Ontology (GO) terms of which 140 were categorised as a biological process (BP), 45 as cellular components (CC), and 39 as having a molecular function (MF). Multiple BP terms were identified for epithelial cell migration, RNA processing, positive regulation of protein catabolic process, canonical Wnt signaling, regulation of Type 1 interferon, and the ERK1/ERK2 cascade. The negative regulation of NF-κβ (GO: 0032088) was also identified. Enriched ontology clusters were generated in Metscape^24^ at each time point (4, 7, 14 and 16 dpi) for terms associated with both down-regulated and up-regulated genes. In the top 20 ontology clusters enriched with down-regulated genes (Fig. 4), the reactone gene set R-DRE: 168256: Immune system was identified at 7 dpi (Fig. 4B) while in the top 20 ontology clusters enriched with up-regulated genes, GO: 0002768: immune response-regulating cell surface receptor signalling pathway was identified at 4 dpi (Fig. 5A) and 16 dpi (Fig. 5D), with GO: 0002682: Regulation of immune system process identified at 14 dpi (Fig. 5C). 

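Catalase-like (LOC106564824), which breaks down hydrogen peroxide, rose by 9.49 log2 units at 7 dpi (standard error 1.7, adjusted p = 0.012), and without fish 2 to 5 its log2 fold change was -0.36 (adjusted p = 0.78). The glutathione peroxidase 3-like genes LOC106612297 and LOC106604151, secreted enzymes that reduce peroxides, rose by 5.75 (1.19, 0.012) and 3.6 (0.78, 0.014), and without fish 2 to 5 stood at 0.04 (0.99) and 0.08 (0.98). At 4 dpi the glutathione peroxidase 2-like genes LOC106565574 and LOC106583190, of an intestinal type, fell by 1.9 (0.29, 0.0015) and 2.06 (0.3, 0.00094).

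Of 37 antioxidant enzyme genes tested at 7 dpi, 16 were higher and 2 lower (20 and 5 when adjusted over the list alone), with camera adjusted p = 0.0054 upward and adjusted p = 0.61 with an estimated correlation. The list's share of all counts did not rise, at 0.331% against 0.321% in the control fish (exact permutation test, two-sided, p = 0.85). Without fish 2 to 5 the same list was lower than other genes (camera adjusted p = 0.046), a test with 2 AGD fish on which an estimated correlation was not run. The ontology term for oxidation and reduction itself was not tested.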

The oxidation–reduction biological process (GO: 0055114, − log10(*P*) 13.82) was identified as being the most enriched for up-regulated genes (108 genes) (Fig. 5B).

**Figure 4:**
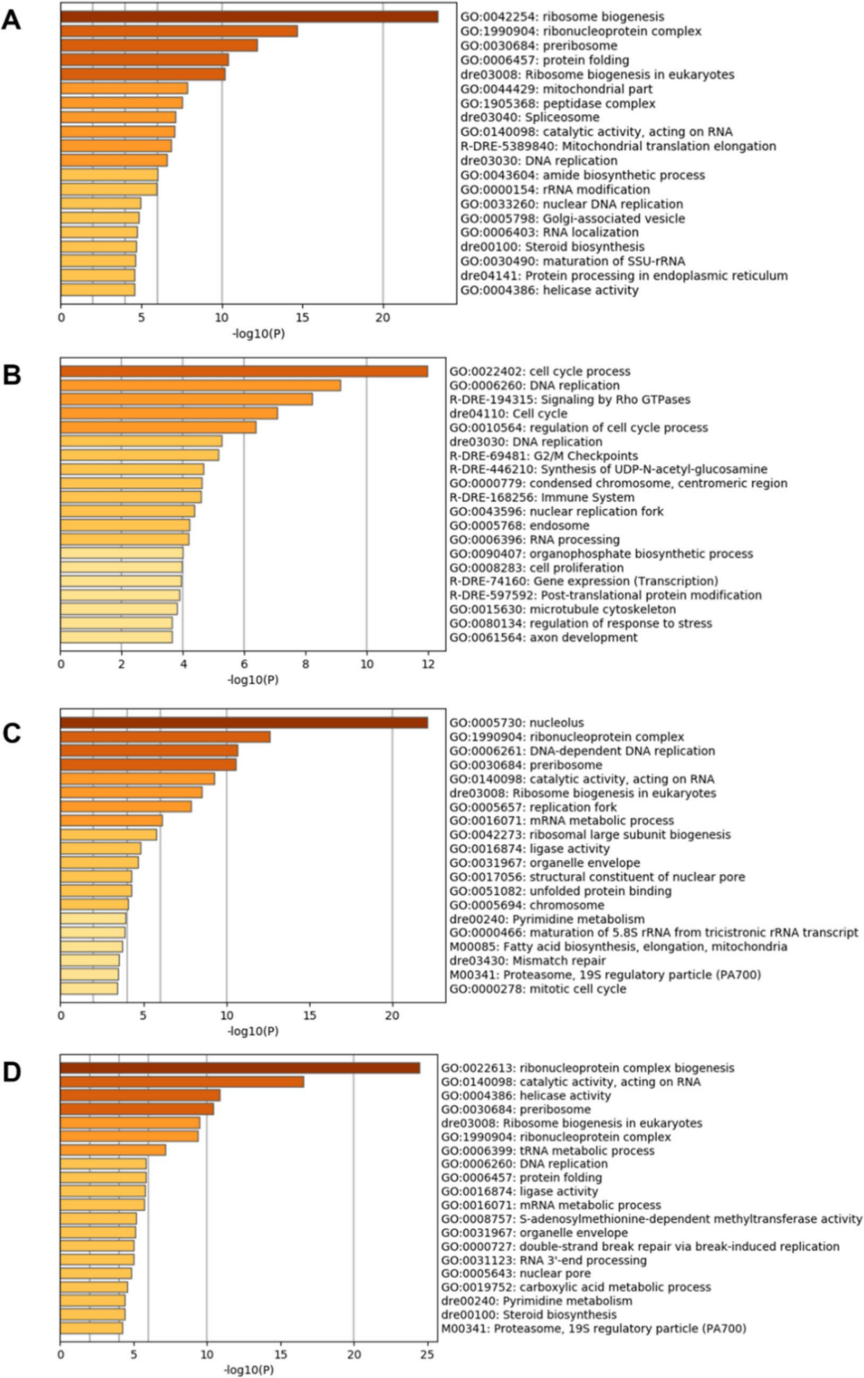
Top 20 ontology clusters enriched with down-regulated genes. (**A**) 4 dpi, (**B**) 7 dpi, (**C**) 14 dpi and (**D**) 16 dpi. The x-axis is the *p*-value in negative log base 10. The darker the colour of the horizontal column, the more significant the cluster enrichment. *Danio rerio* (dre) was used as the fish model species in Metscape^24^, where the naming convention for KEGG pathway is dre, and the reactome gene set is R-DRE.

**Figure 5:**
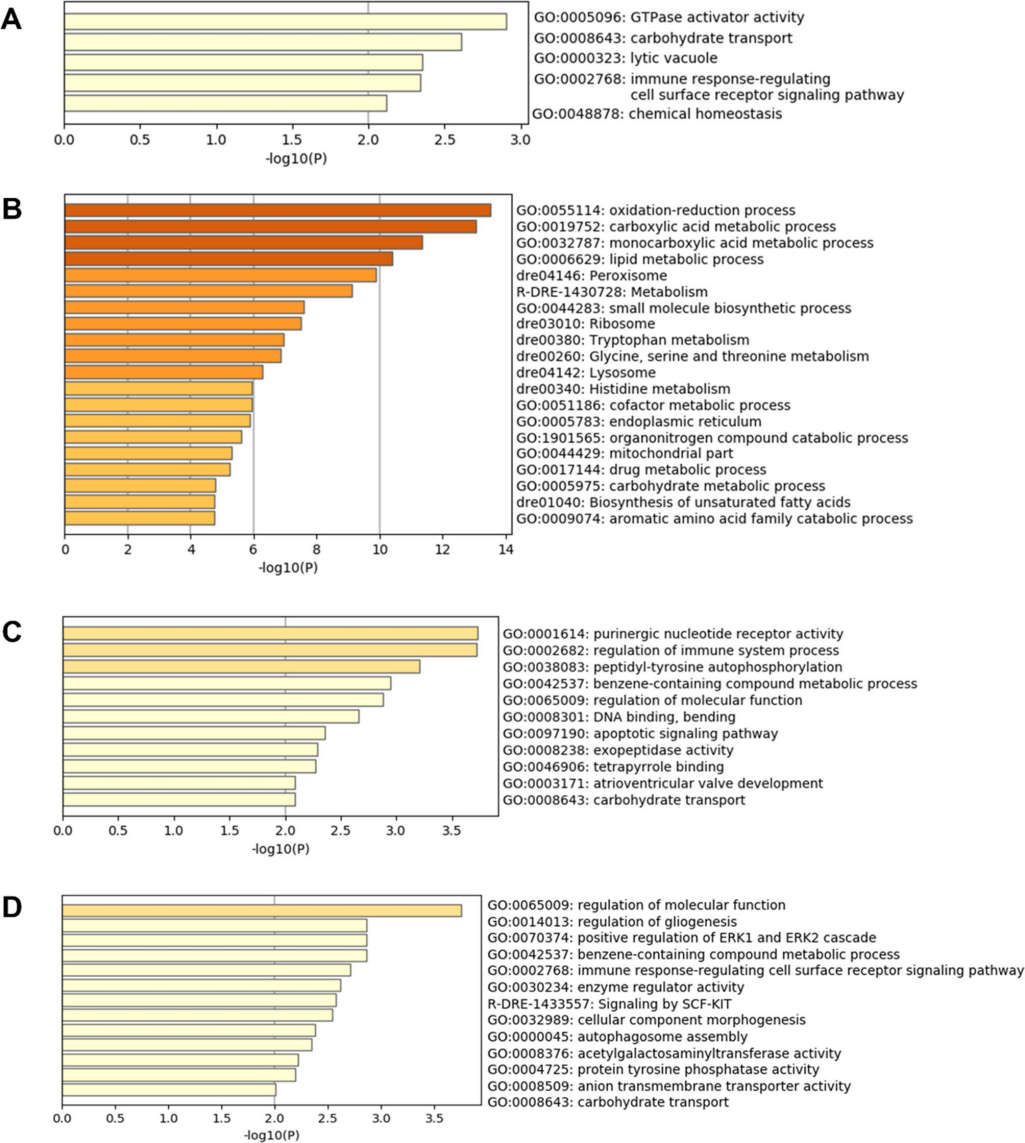
Ontology clusters enriched with up-regulated genes. (**A**) 4 dpi: 5 clusters, (**B**) 7 dpi: > 20 clusters, (**C**) 14 dpi: 11 clusters and (**D**) 16 dpi: 13 clusters. The x-axis is the *p*-value in negative log base 10. The darker the colour of the horizontal column, the more significant the cluster enrichment. *Danio rerio* (dre) was used as the fish model species in Metscape^24^, where the naming convention for KEGG pathway is dre, and the reactome gene set is R-DRE.

The top 20 down-regulated genes and the top 20 up-regulated genes at each for the 4 time points (4 dpi, 7 dpi, 14 dpi and 16 dpi) can be found in Supplementary Table S2 online and Supplementary Table S3 online, respectively.

### Gene down-regulation

At 7 dpi pathway and process enrichment analysis identified R-DRE-168256: immune system as being enriched with 51 down-regulated genes (Fig. 4B, Supplementary Table S4 online) genes, while PPI also identified this reactome as being enriched with 77 down-regulated genes. 

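Genes of neutrophils and the phagocyte oxidase had the lowest median log2 fold change among the immune lists at 7 dpi, at -1.41, and 6 of 21 genes lower (13 when adjusted over the list alone). Of 99 interferon-stimulated genes, 8 were lower and 5 higher (11 and 5 when adjusted over the list alone, median -0.75), and of 32 chemokines 2 were lower and 2 higher, with the same numbers over the list alone (median -0.95). Camera gave adjusted p of 2e-07, 1e-04 and 0.0016 for these 3 lists, and the adjusted p were 0.5, 0.56 and 0.61 with an estimated correlation.

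Lists of gill cells were lower at 7 dpi as well, with a median of -0.85 for 36 keratins (adjusted p = 6.5e-05, and 0.62 with an estimated correlation) and of -0.5 for 70 ionocyte genes (0.031 and 0.65). Single genes called were 1 keratin higher and 1 lower, and 6 ionocyte genes higher and 0 lower. Over the list alone these numbers were 0 and 0, and 6 and 0. In fish 1 and 6 alone the median was -0.36 for neutrophil genes (adjusted p = 7e-08), -0.23 for interferon-stimulated genes (0.00017), -0.4 for chemokines (0.024), 0.13 for keratins (0.054) and -0.05 for ionocyte genes (0.58). From the lower genes of this reactome at 7 dpi, the paper proposes that the amoeba may evade immunity by preventing the activation of NF-κB.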

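At 7 dpi, sugt1 (106600176), a co-chaperone that NOD-like receptors need, fell by 0.5 log2 units (standard error 0.15, adjusted p = 0.048), a call lost in 10 of the 12 fits that left out 1 library. Only some of the other genes the paper names for these pathways are given here, and they did not pass. They were nlrx1 (106612479), a mitochondrial NOD-like receptor, at -0.25 (0.16, 0.29), ikbkb (106580426), the kinase that releases NF-κB, at -0.24 (0.16, 0.3), hsp90ab1 (100136360), a chaperone, at -0.25 (0.32, 0.57) and irf9 (100380435) at -0.55 (0.22, 0.11). Values of mapk3, tbk1, stat1a, cybb, tlr9 and mapk3k1, also named there, are not given here. Without fish 2 to 5, sugt1 stood at -0.35 (adjusted p = 0.44). In the list for pattern recognition receptor signalling 4 of 45 genes were lower at 7 dpi over all genes tested, and their number was 0 when adjusted over the list alone. The list's median was -0.51, with camera adjusted p = 0.0084 and adjusted p = 0.62 with an estimated correlation, and in fish 1 and 6 alone the median was -0.04 (0.95).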

Further analysis of these 77 identified genes with having involvement in KEGG signaling pathways including the NOD-like receptor (NLR) signaling (dre04621, FDR 5.68e−08 *hsp90AB1, ikbkb, irf9, mapk3, nlrx1, sugt1, tbk1, stat1a, cybb*), Toll-like receptor (TLR) signaling (dre04620, FDR 1.5e−04, *tlr9, mapk3, tbk1, stat1a)* and RIG-1-like receptor signaling (dre04622, FDR 3.2e−04, *nlrx1, tbk1, mapk3k1, ikbkb*). In addition to NOD, TLR and RIG-1 pattern recognition receptors (PRRs), other members of this family include C-type lectin-like receptors (CLR) and cytosolic DNA sensors^25^. PRRs respond to pathogen-associated molecular patterns (PAMPs) or host-derived damage-associated molecular patterns (DAMPs) by triggering activation of NF-κβ, AP1, CREB, c/EBP, and IRF transcription factors^25^. In the current study, the *clra* gene (GeneID 100136446) was substantially up-regulated at 7 dpi (Table 1), which would suggest that the NLR, TLR and RIG-1 pathway is regulated differently as the genes associated with these pathways are down-regulated at 7 dpi. The Herpes simplex infection pathway (dre05168: FDR 0.00015) was also identified as being enriched with down-regulated genes *(ikbkb, irf9, mapk3, stat1a, tap1, tbk1, tlr9*). The PPI also identified reactome gene sets enriched with down-regulated genes from R-DRE-168256: immune system, the most significant of these being R-DRE-1280215: Cytokine signalling in the immune system, containing 15 genes (FDR 2.8e−15, *csf3r, dlg1, epgn, il-34, irf9, jak3, mapk3, nrg1, spred2b, stat4, syk, tbk1, tnfrsf11a, tnip2, ube2na*) of which all the genes with the exception of 2 genes (*tnfrsf11a and tnip2)* were also associated with R-DRE-449147: Signalling by interleukins (Supplementary Table S4 online).

### Cytokine gene expression

Interrogation of the DEG data set for interleukin (*il*) gene in AGD-affected gill identified multiple transcripts from nine *il* gene families whose expression was differentially expressed (*Il-1β*, *Il-8, il-11, il-12 β, il-17 (a/d/f) il-18, il-27β*, *il-3)* (Table 2). 

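Of the interleukin-1 beta genes, which encode an early inflammatory cytokine, 100136449 fell by 1.15 at 4 dpi (standard error 0.32, adjusted p = 0.032) and by 1.25 at 16 dpi (0.32, 0.015), and the gene 106570815 by 1.81 (0.46, 0.023) and 1.64 (0.41, 0.013). At 7 dpi these genes stood at -2.29 (0.74, 0.061) and -2.71 (0.85, 0.056), and neither passed. Another interleukin-1 beta-like gene (106562915) fell by 0.97 at 16 dpi (0.27, 0.022), a call lost without AGD fish 5 (adjusted p = 0.051), and stood at -0.71 at 4 dpi (0.26, 0.09). Interleukin-12 subunit beta-like (106612126), part of a cytokine for T cells and NK cells, fell by 0.71 at 16 dpi (0.19, 0.017). For il18 (100196379), which acts with interleukin-12, values of -0.75, -1.69, -0.43 and -0.68 at 4, 7, 14 and 16 dpi did not pass (adjusted p = 0.099, 0.068, 0.35 and 0.095).

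At 4 dpi the call of the gene 100136449 was lost in 6 of the 12 fits that left out 1 library, and that of 106570815 without AGD fish 5 (adjusted p = 0.056) or 6 (0.05). Of the interleukin genes tested, 5 of 21 were lower at 4 dpi, 1 of 19 at 7 dpi, 1 of 21 at 14 dpi and 7 of 20 at 16 dpi (8, 6, 0 and 10 when adjusted over the list alone). The adjusted p with an estimated correlation were 0.52, 0.56, 0.87 and 0.62.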

Interestingly, *il-17a/f1-like* (Gene ID 106600843) was down-regulated at every time point. 

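A second interleukin-17F-like gene (106571057) fell by 2.73 log2 units at 4 dpi (standard error 0.35, adjusted p = 0.00046) and by 0.97 at 16 dpi (0.28, 0.027), and its values of -2.55 and -0.21 at 7 and 14 dpi did not pass (adjusted p = 0.074 and 0.73). Interleukin-17A-like (106601367) fell by 1.29 at 4 dpi (0.3, 0.016), and il17d (100195864), expressed outside the immune system as well, passed at none of the time points (adjusted p = 0.67, 0.27, 0.092 and 0.073). The call of 106571057 at 16 dpi was lost without AGD fish 3 (adjusted p = 0.051) or 4 (0.053).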

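Interleukin-27 subunit beta-like (106574502), part of a cytokine that acts on T cells, had 9 counts in the 6 control libraries together and 6406 in the 6 libraries of 7 dpi, and was removed by the filter on low counts. Without the filter its log2 fold change at 7 dpi was 11.77 (standard error 2.23, adjusted p = 0.0078 from edgeR). Fish 2 to 5 had 1700, 2169, 745 and 1792 of these counts, and fish 1 and 6 had 0 each. At 4, 14 and 16 dpi it had 9, 5 and 5 counts, and its log2 fold changes of 0.01, -0.6 and -0.47 did not pass (adjusted p = 1, 0.73 and 0.8). Another gene with few counts, il11 (106575827), a cytokine of stromal and epithelial cells, had 150 counts in the control libraries and 11 at 7 dpi, with a log2 fold change of -2.76 without the filter (0.71, 0.027).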

Two interleukins were found to be up-regulated,: *il-27β* (Gene ID 106574502) was 12.4 log_2_FC at 7 dpi, and one of the 2 paralogues of *il-8* (Gene ID 106577833) had a 2.4 log_2_FC at 16 dpi.

**Table 2:** Relative gene expression of Interleukins in AGD-affected gill.

Time	GeneID	Description	Chr	p-adj	Log_2_FC
4 dpi	106570815	*il-1 beta-like*	ssa15	0.0008	− 1.6
	100136449	*il-1 beta*	ssa24	0.0221	− 0.9
	106601367	*il-17A-like*	ssa01	0.0016	− 1.1
	106600843	*il-17A/F1-like*	ssa01	0.0000	− 3.5
	106571057	*il-17F-like*	ssa15	0.0000	− 2.5
7 dpi	106570815	*il-1 beta-like*	ssa15	0.0005	− 2.6
	106562915	*il-1 beta-like*	ssa11	0.0235	− 1.2
	100136449	*il-1 beta*	ssa24	0.0014	− 2
	100195681	*il-8*	ssa06	0.0037	− 1.7
	106575827	*il-11*	ssa02	0.0061	− 2.3
	106603888	*il-12 subunit beta-like*	ssa04	0.0098	− 1.9
	106612126	*il-12 subunit beta-like*	ssa09	0.0203	− 1.6
	101448031	*il-15*	ssa04	0.0069	− 1.2
	106600843	*il-17A/F1-like*	ssa01	0.0000	− 3.4
	106571057	*il-17F-like*	ssa15	0.0010	− 2.4
	100196379	*Il-18*	ssa20	0.0041	− 1.4
	106574502	***il-27 subunit beta-like***	ssa16	0.0000	**12.4**
	106560860	*il-34*	ssa10	0.0426	− 0.7
	106573710	*il-34-like*	ssa16	0.0402	− 1.3
14 dpi	106600843	*il-17A/F1-like*	ssa01	0.0053	− 1.3
16 dpi	100136449	*il-1 beta*	ssa24	0.0075	− 0.9
	106562915	*il-1 beta-like*	ssa11	0.0103	− 0.8
	106570815	*il-1 beta-like*	ssa15	0.0009	− 1.4
	**106577833**	***il-8-like***	**ssa18**	**0.0210**	**2.4**
	100195681	*Il-8*	ssa06	0.0039	− 1
	106612126	*il-12 subunit beta-like*	ssa09	0.0069	− 0.6
	**100195864**	***Il-17D***	**ssa21**	**0.0202**	**0.6**
	106571057	*il-17F-like*	ssa15	0.0184	− 0.8
	106600843	*il-17A/F1-like*	ssa01	0.0000	− 3.4

GeneID: *Salmo salar* gene identification number, chr: chromosome location, p-adj: *P*-values adjusted for false discovery rate, Log_2_FC: log of gene expression fold change to base 2, up-regulated genes are highlighted with bold text, dpi: days post inoculation.

The DEG lists were further screened for additional cytokines including interferons (*ifn*) (Supplementary Table S5 online), tumour necrosis factor-alpha (*tnf-α*) and transforming growth factor-β (*tgf-β*) (Supplementary Table S6 online). 

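Interferon a3 (106600865), an antiviral cytokine, had 99 counts in the 6 control libraries together and 86, 38, 101 and 35 at 4, 7, 14 and 16 dpi. Where the gene was tested, at 4, 7 and 14 dpi, its log2 fold changes of -0.25, -0.26 and 0.25 did not pass (adjusted p = 0.6, 0.72 and 0.66). At 16 dpi it was removed by the filter on low counts, and without the filter its log2 fold change was -1.18 (standard error 0.39), with an adjusted p of 0.065 from edgeR, and 0.029 from DESeq2.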

With regard to interferon, only one gene was found in the data set, *ifn*α3 which was down-regulated at 16 dpi (− 1.3 log_2_FC). Alpha/beta receptor 1a-like and gamma receptors (*ifngr1a, 1b, 2b*) were found to be down regulated at the earlier time points of 4 and 7 dpi while numerous interferon regulatory factors (*irf*) were down-regulated throughout the study (*irf1, irf1 isoform 2, irf2a irf3, irf4-like, irf5, irf6-like, irf2a, irf7b, irf8-like, irf9). irf2-like (*GeneID 106612476*)* was up-regulated at 7 dpi and 14 dpi, while two paralogues of *irf4-like (*GeneID 106599909, 106571913*)* were up-regulated at 14 dpi (Supplementary Table S5 online). 

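Interferon gamma receptor 1b (106564725), a receptor chain that activates macrophages, fell by 0.76 log2 units at 4 dpi (standard error 0.14, adjusted p = 0.0038), and receptor 2a (106581880) by 1.15 (0.32, 0.034). At 7 dpi they stood at -1.88 (0.86, 0.16) and -1.49 (0.49, 0.066), and neither passed. Interferon alpha/beta receptor 1a-like (106581896) passed at none of the time points (adjusted p = 0.44, 0.2, 0.57 and 0.12). Among the regulatory factors, which switch on interferon genes, irf7b (100329194) fell by 0.85 at 14 dpi (0.14, 0.0018) and 1.34 at 16 dpi (0.18, 0.00027), irf-3 (100337625) by 0.81 at 16 dpi (0.11, 0.00021), and irf-1 (100136548) by 0.72 at 16 dpi (0.13, 0.0015). At 16 dpi irf9 (100380435) fell by 0.6 (0.1, 0.0015). In contrast, irf2-like (106612476) rose by 2.55 at 7 dpi (0.56, 0.014) and was not called at 14 dpi (0.8, adjusted p = 0.1), and irf4-like (106571913) rose by 0.74 at 14 dpi (0.15, 0.0064).

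The call of receptor 2a at 4 dpi was lost in 5 of the 12 fits that left out 1 library, and without fish 2 to 5 of 7 dpi irf2-like stood at 0.9 (adjusted p = 0.49). Of 25 receptors and regulatory factors, 6, 1, 2 and 7 were lower at 4, 7, 14 and 16 dpi (7, 1, 3 and 7 when adjusted over the list alone), and 0, 1, 3 and 0 were higher. Camera gave adjusted p of 0.036, 0.005, 0.95 and 0.0088 downward, and the adjusted p were 0.56, 0.61, 0.98 and 0.5 with an estimated correlation.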

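The tnf-α1 precursor (100136457), an inflammatory cytokine of macrophages, fell by 1.84 log2 units at 4 dpi (standard error 0.3, adjusted p = 0.002), by 1.61 at 14 dpi (0.34, 0.007) and by 1.47 at 16 dpi (0.32, 0.0058), and its value of -2.65 at 7 dpi did not pass (0.83, 0.053). The tnf-α2 precursor (100136458) fell by 1.78 at 7 dpi (0.51, 0.039), and was at -1.14 at 4 dpi (0.36, 0.056). Another tnf-α gene (100136509) fell by 1.19 at 16 dpi (0.3, 0.014) and was at -1.81 at 7 dpi (0.8, 0.15). The call of tnf-α2 at 7 dpi was lost in 10 of the 12 fits that left out 1 library. With fish 2 to 5 of 7 dpi left out, the values of tnf-α1 and tnf-α2 were -1.46 and -1.25 (adjusted p = 0.38 and 0.52).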

Down-regulation of *tnf-α (*− 3 log_2_FC) was seen at 7 dpi with *tnf-α1 precursor* (Gene ID 100136457) persistently down-regulated from 4 to 14 dpi (− 1.4 log_2_FC ± 0.2) and the *tnf-α2 precursor* (Gene ID 100136458) down-regulated at the earlier times of 4 dpi and 7 dpi. Upregulation of *tgf-β induced* and *tgf-β3-like* was evident at 7 dpi. One *tgf-β2-like* (Gene ID 106584161) was up-regulated at both 7 dpi and 16 dpi, while *tgf-β1-like* (Gene ID 106569003) was up-regulated at both 14 dpi and 16 dpi (Supplementary Table S6 online).

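The tgf-β2-like gene 106584161, a growth factor that shapes tissue repair, rose by 3.34 log2 units at 7 dpi (standard error 0.75, adjusted p = 0.015), and its value of 0.74 at 16 dpi did not pass (0.27, 0.076). Transforming growth factor beta induced (tgfbi, 100195362), a matrix protein, rose by 0.97 at 7 dpi (0.28, 0.039), and tgf-β3-like (106590795) was at 1.16 (0.36, 0.052). The tgf-β1-like gene 106569003 had 29 counts in the control libraries together and 48 and 74 at 14 and 16 dpi, and was removed by the filter on low counts. Without the filter its log2 fold changes were 0.92 at 14 dpi (0.48, 0.3) and 1.65 at 16 dpi (0.47, 0.032). A second tgf-β1-like gene (106613337) rose by 0.71 at 16 dpi (0.17, 0.011).

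At 7 dpi the call of tgfbi was lost in 10 of the 12 fits that left out 1 library. With fish 2 to 5 of 7 dpi left out, tgf-β2-like stood at -0.32 (adjusted p = 0.9) and tgfbi at 0.07 (0.97).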

### Mucin gene expression

As AGD leads to the production of excessive mucus on the gills, the DEGs dataset was also interrogated for the expression of additional mucin gene expression (Supplementary Table S7 online). 

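The mucin-2-like gene 106608496, which encodes a gel-forming mucin, fell by 0.6 log2 units at 4 dpi (standard error 0.17, adjusted p = 0.04), a call lost in 9 of the 12 fits that left out 1 library. At 7 dpi this gene and the paralogues 106608493, 106603020 and 106613952 were at -2.07, -2.15, -1.88 and -0.7, and none passed (adjusted p = 0.3, 0.24, 0.17 and 0.12). The paralogue 106584523 had 31 counts in the control libraries together and 72 at 7 dpi, and was removed by the filter on low counts. Without the filter its log2 fold change at 7 dpi was 3.12 (0.7, 0.014), and in fish 1 and 6 alone 1.36 (adjusted p = 0.6). Fish 1 to 6 had 12, 20, 11, 9, 9 and 11 of the counts. These counts are raw and the fold change is scaled by TMM, and the part of the scaling in this rise was not tested. The intestinal mucin-like gene 106561817 rose by 0.9 at 16 dpi (0.2, 0.0064).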

Mucins identified in the current study included * muc-2-like, 5AC-like, 7-like, 12-like 13-like, 17-like* and an *intestinal mucin-like* gene*,* with a possible similarity to *muc-2.* Interestingly, there were 5 paralogues of *muc-2-like* identified in this study at the earlier times of 4 dpi and 7 dpi, where all but one (Gene ID 106584523) was up-regulated (log_2_FC 3.0). Two paralogues of *muc-5AC-like* were present, with the expression of one (GeneID1 106612949) at 4 dpi up-regulated, while the other paralogue (GeneID1 106577588) was present at 7 dpi where the expression was down-regulated. 

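The mucin-5AC-like gene 106612949, a gel-forming mucin of surface epithelia, rose by 1.62 log2 units at 4 dpi (standard error 0.42, adjusted p = 0.026) and by 1.61 at 16 dpi (0.4, 0.014). The call at 4 dpi was lost in 5 of the 12 fits that left out 1 library. The gene 106577588 rose by 0.45 at 4 dpi (0.13, 0.038) and by 0.44 at 14 dpi (0.12, 0.028), and its value of -0.46 at 7 dpi did not pass (0.28, 0.27). These calls were lost in 9 and 7 of the 12 fits. Another gene of this kind (106602669) rose by 0.74 at 14 dpi (0.15, 0.0052) and by 0.93 at 16 dpi (0.23, 0.011).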

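The mucin-7-like gene 106560392, related to a small secreted mucin of saliva, fell, with log2 fold changes of -1.67, -1.32 and -1.52 at 4, 14 and 16 dpi (standard errors 0.21, 0.18 and 0.19, adjusted p = 0.00041, 0.00068 and 0.00016). At 7 dpi its value of -2.54 did not pass (1.09, 0.14), and all 6 fish lay below the control mean.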

One gene for *muc-7-like* was consistently down-regulated at every time point. The expression of *muc-12-like* was up-regulated (log_2_FC 0.9) at 14 dpi, while the expression of a *muc-13-like* (GeneID 106579100) was substantially up-regulated (log_2_FC 7.8) at 7 dpi.

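The mucin-12-like gene 106565164, a mucin bound to the cell membrane, rose by 1.03 log2 units at 14 dpi (standard error 0.22, adjusted p = 0.0083), by 0.74 at 4 dpi (0.19, 0.022) and by 0.7 at 16 dpi (0.21, 0.035). Without AGD fish 6 the adjusted p at 4 dpi was 0.057, and the call at 16 dpi was lost in 5 of the 12 fits that left out 1 library. The mucin-13-like gene 106579100, also bound to the membrane, had 2 counts in the control libraries together and 239 at 7 dpi, and was removed by the filter on low counts. Without the filter its log2 fold change at 7 dpi was 8.66 (1.56, 0.0078), with 60, 41, 115 and 21 counts in fish 2 to 5 and 0 and 2 in fish 1 and 6. Of the mucin genes tested, 4 of 31 were higher at 4 dpi, 4 of 31 at 14 dpi and 7 of 30 at 16 dpi (8, 5 and 7 when adjusted over the list alone), with adjusted p of 0.56, 0.77 and 0.56 with an estimated correlation.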

### Immune gene up-regulation

There were 14 immune-related genes up-regulated at times other than 7 dpi associated with various biological processes (Table 3), including GO: 0002682: Regulation of immune system process *(btk, c1cq, CD79b, CD99, cgas, hmgb1a, hmgb3b, Il-34, kita, lyn, tfpi1, themis*), GO: 0002253: Activation of immune system process (*btk, c1cq, CD79b, cgas, hmgb1a, themis*), GO: 0097190: B-cell differentiation (*cd79b, Ikzf1.7, kita*), GO: 0002768: immune response-regulating cell surface receptor signalling pathway (*cd79b, kita, themis2*). 

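Kit proto-oncogene genes encode a receptor of blood stem cells and mast cells. The gene kit (106584118) rose by 0.8, 0.84 and 0.8 log2 units at 4, 14 and 16 dpi (standard errors 0.15, 0.13 and 0.13, adjusted p = 0.004, 0.0012 and 0.00072), and a paralogue (106560270) by 0.9, 0.72 and 0.85 (0.14, 0.15 and 0.13, adjusted p = 0.0013, 0.0081 and 0.00047). The c1qc gene 100196757, a chain of the complement starter C1q, rose by 0.85 at 14 dpi (0.19, 0.0091) and 0.79 at 16 dpi (0.16, 0.0045). High mobility group protein B3-like (106608930) rose by 0.42, 1.46, 0.62 and 0.54 at 4, 7, 14 and 16 dpi (0.13, 0.27, 0.12 and 0.11, adjusted p = 0.047, 0.012, 0.0036 and 0.0038), and hmgb1 (100194543), a chromatin protein that alerts immune cells when released, by 0.53 at 14 dpi (0.11, 0.007). The gene themis2 (106583290), a signalling protein of B cells and macrophages, rose by 0.75 at 14 dpi (0.15, 0.0058), and tfpi2 (106570457), an inhibitor of coagulation, by 1.06 at 14 dpi (0.21, 0.0049).

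Several genes of the table did not pass at 14 dpi, namely lyn (100196779, 0.44, adjusted p = 0.22), il34 (106560860, 0.27, 0.21), cgas (106577085, 1.04, 0.087) and cd99 (100846959, 0.47, 0.054). The match of Table 3 symbols to gene IDs was made from the gene descriptions before any value was seen. The symbols lyn, il34 and cgas also match other gene IDs, whose values are not given here. The call of 106608930 at 4 dpi was lost in 9 of the 12 fits that left out 1 library.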

Genes were also associated with the Reactome gene set R-DRE-983695: Antigen activates B-cell receptor (BCR) leading to generation of second messengers (*btk, cd79b, dapp*). 

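The gene btk (100194909), a kinase that B-cell receptor signalling needs, rose by 0.78 log2 units at 14 dpi (standard error 0.11, adjusted p = 0.00096) and 0.68 at 16 dpi (0.09, 0.00027). A chain of the B-cell receptor complex, cd79b (106579125), rose by 0.83 at 16 dpi (0.16, 0.003) and 0.78 at 14 dpi (0.2, 0.019), and the B-cell adaptor dapp1 (100196542) was not called at 14 or 16 dpi (0.59 and 0.4, adjusted p = 0.19 and 0.3). Of 32 B-cell genes, 9 were higher at 14 dpi and 11 at 16 dpi (12 and 13 when adjusted over the list alone). Camera gave adjusted p of 6.8e-06 and 8.2e-05 for the list, and the adjusted p were 0.44 and 0.5 with an estimated correlation. Without AGD fish 4 the value of cd79b at 14 dpi was 0.65 (adjusted p = 0.055).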

Immune activation was evident from 7 dpi with complement activation (DRE-166658, FDR 0.0178) involving ten genes (*crp, c6, c8a, c8b, c8g, c9, cpb2, hbl3, masp1, masp2*) and is consistent with what was found in the proteome analysis of AGD-affected gill in our laboratory^26^. 

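Complement C9 (c9, 106568362), the pore-forming last component, rose by 14.3 log2 units at 7 dpi (standard error 2.83, adjusted p = 0.012), and in fish 1 and 6 alone its value was -1.57 (adjusted p = 0.69). Of 25 complement genes other than C1q-like genes, 17 were higher at 7 dpi (18 when adjusted over the list alone), with a median log2 fold change of 8.07 and camera adjusted p = 6.5e-05, and adjusted p = 0.5 with an estimated correlation. In fish 1 and 6 alone the median of this list was -0.33 (adjusted p = 0.054). Its share of counts was 0.0384% ± 0.00354 (SD, n = 6) in the control fish and 2.9% ± 2.33 at 7 dpi (exact permutation test, two-sided, p = 0.0043).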

The most up-regulated gene was mannan binding lectin serine peptidase 2 (*masp2*, 30.0 log_2_FC) gene ID 106572058). 

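The gene masp2 (106572058, chromosome 15 from 74206288 to 74213054) encodes a protease that starts the lectin pathway of complement and is made in the liver. It had 0 counts in the 6 control libraries together and 12310 in the 6 libraries of 7 dpi, and 7, 0 and 3 counts at 4, 14 and 16 dpi, and was removed by the filter on low counts. A count of 0 allows up to 3 counts in the control libraries, so the rise at 7 dpi was at least 5070-fold over the 6 fish together. Fish 2 to 5 had 2374, 1626, 6251 and 2059 counts, and fish 1 and 6 had 0 each. Without the filter edgeR gave a log2 fold change of 15.96 (standard error 3.38, adjusted p = 0.023) and DESeq2 one of 29.93, neither of which has an upper bound with no counts in the control fish.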

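At 7 dpi, complement C3-like (LOC106586139), the central component of complement, rose by 12.03 log2 units (standard error 2.1), complement factor B-like (LOC106602980), of the alternative pathway, by 9.26 (1.62), and complement factor H-like (LOC106560550), a regulator of that pathway, by 13.75 (2.59), each with an adjusted p of 0.012. The C1q-like protein 2 genes 106601033 and 106563105 rose by 8.8 (1.59, 0.012) and 6.5 (1.39, 0.013). In fish 1 and 6 alone these 5 genes stood at 0.38, 0.34, -0.92, 0.19 and -0.3, with adjusted p of 0.88, 0.79, 0.81, 0.96 and 0.86.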

Screening of the top 100 genes identified thirteen other complement transcripts also up-regulated including (*C1q-like protein 2* (× 4), *C1q-like protein 3, C2-like, C3-like* (× 2), *C9, factor B, factor H, properdin-like* (× 2). Also up-regulated at 7 dpi were genes involved in the acute phase response, an early innate immune function that is initiated by inflammatory signals, leading to the release of acute phase proteins into the bloodstream to re-establish homeostasis following microbial infection^27^. 

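At 7 dpi, pentraxin (100136583), a plasma protein of the acute phase, had a level of 29780 ± 30010 CPM (SD, n = 6) against 0.811 ± 0.809 CPM in the control fish, with a log2 fold change of 15.17 (standard error 3.03, adjusted p = 0.012). The α1-antitrypsin homolog 106608112, an inhibitor of neutrophil elastase, rose by 14.39 (3.06, 0.013), fibrinogen α-like (106578169) by 14.41 (2.87, 0.012) and fibrinogen β-like (106578170) by 14.46 (2.95, 0.012), while fibrinogen γ-like (106602564), at 14.6, did not pass (4.91, 0.07). The serum amyloid P-component-like gene 106608633 had 23 counts in the control libraries together and 144423 at 7 dpi, and without the filter on low counts its log2 fold change was 14.67 (3.22, 0.013), with 2 and 0 counts in fish 1 and 6.

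Of 16 acute phase genes, 12 were higher at 7 dpi (13 when adjusted over the list alone), with camera adjusted p = 5.5e-06 and adjusted p = 0.5 with an estimated correlation. In fish 1 and 6 alone, pentraxin, α1-antitrypsin and fibrinogen α and β stood at -1, -2.24, -1.72 and -1.61, with adjusted p of 0.83, 0.62, 0.48 and 0.61, and the list did not pass (0.37). At 4, 14 and 16 dpi the acute phase genes held 0.0206, 0.0178 and 0.0171% of counts against 0.0315% in the control fish (exact permutation test, two-sided, p = 0.0022 at each). As a list they did not pass on these days, with 2 of 15, 3 of 14 and 4 of 15 genes lower and 0, 1 and 1 higher (2, 3 and 4 lower over the list alone), medians of 0.1, -0.1 and -0.06 and camera adjusted p of 0.28, 0.14 and 0.19 (0.65, 0.5 and 0.65 with an estimated correlation).

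**Figure D4:**
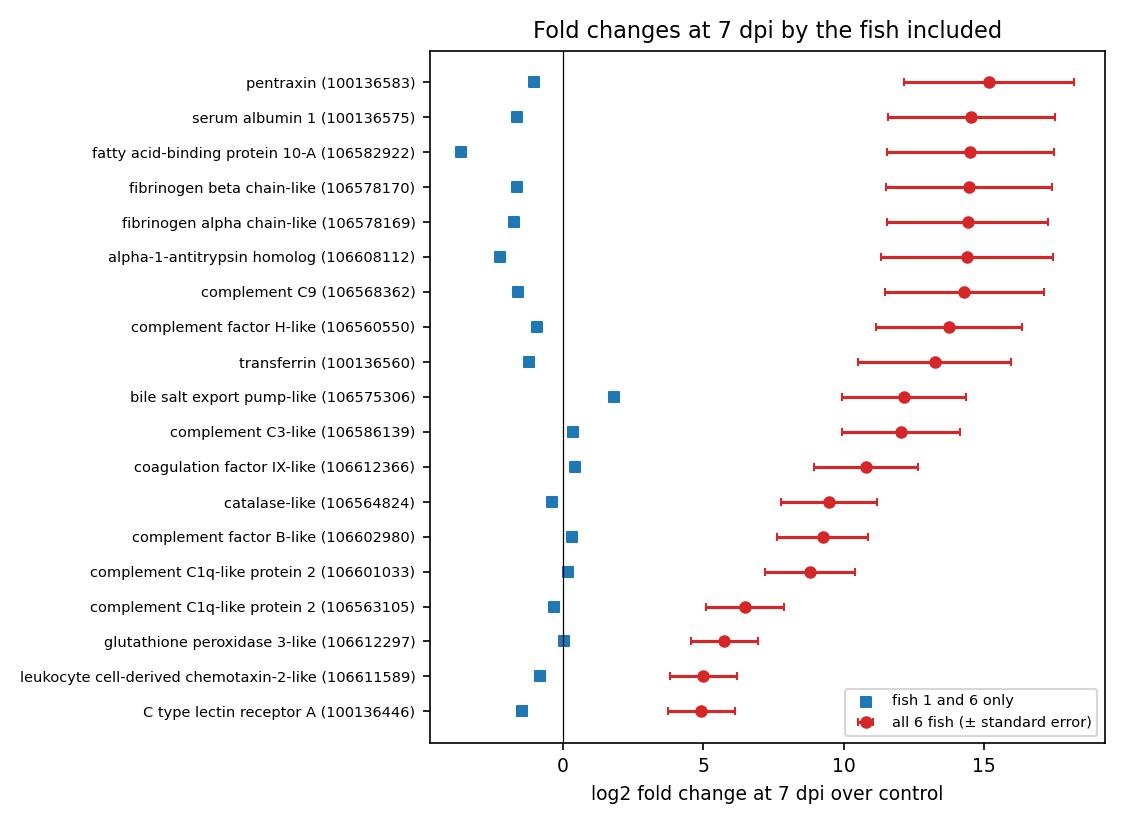
Log2 fold change at 7 dpi over the control fish (x axis) for the 19 genes of the text that passed at 7 dpi with a value above 4, with all 6 AGD fish (circles, bars of 1 standard error) and with fish 1 and 6 only (squares). The circles lie at 4.94 to 15.17 and the squares at -3.62 to 1.84, 13 of them below 0.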

Genes involved in the acute phase response (APR) markedly up-regulated at 7 dpi in the AGD affected gill included *pentraxin, alpha-1-antitrypsin*, *alpha-2-macroglobulin*, *fibrinogen* (*α, β, γ*), *leukocyte cell-derived chemotaxin-2* (*lect2*), *C-type lectin receptor* (*clra*), and *serum amyloid P-component* (*sap*) (data not shown).

**Table 3:** Genes up-regulated in immune regulation and activation at 4, 14 and 16 dpi, but not at 7 dpi, in AGD-affected gill.

Gene ID	Gene symbol	Biological process and pathway	dpi
568653	*btk*	GO: 0002682, GO: 0002253, R-DRE-983695	14, 16
449803	*c1qc*	GO: 0002682, GO: 0002253	14, 16
100329481	*cd79b*	GO: 0002682, GO: 0002253 GO: 0097190, GO: 0002768, R-DRE-983695	4, 14, 16
559896	*cd99*	GO: 0002682	14
557043	*cgas*	GO: 0002682, GO: 0002253	14, 16
550386	*dapp1*	R-DRE-983695	14, 16
321622	*hmgb1a*	GO: 0002682 GO: 0002253	14, 16
550466	*hmgb3b*	GO: 0002682	14
560193	*Il-34*	GO: 0002682	14
30256	*kita*	GO: 0002682 GO: 0097190 GO: 0002768	4, 14, 16
30177	*ikzf1*	GO: 0097190	14, 16
447804	*lyn*	GO: 0002682	14
560339	*tfpi2*	GO: 0002682	14
100535600	*themis2*	GO: 0002682 GO: 0002253 GO: 0002768	4, 14, 16

Gene symbols: *btk: bruton agammaglobulinemia tyrosine kinase, c1qc: complement component 1, q subcomponent, C chain, cd79b: cd79b molecule, immunoglobulin-associated beta, cgas: cyclic GMP-AMP synthase, hmgb: high mobility group box, il-34: interleukin-34, kita: kit proto-oncogene, receptor tyrosine kinase a, ikzf1:IKAROS family zinc finger 1, lyn:lyn proto-oncogene, Src family tyrosine kinase, tfpi2: tissue factor pathway inhibitor 2, themis2: thymocyte selection associated family member 2.* Biological processes: GO: 0002682: Regulation of immune system process, GO: 0002253: Activation of immune system process, GO: 0097190: B-cell differentiation, GO: 0002768: immune response-regulating cell surface receptor signalling pathway. Reactome gene set: R-DRE-983695: Antigen activates B-cell receptor (BCR) leading to generation of second messengers. dpi: days post inoculation.

## Discussion

Despite the growing number of gene expression and proteomic studies being carried out on AGD-affected salmon (reviewed in Marcos-Lopez & Rodger 2020)^4^, there are still knowledge gaps remaining regarding host immune response in early stage disease. The progression of AGD on the gill can be monitored visually and scored based on the absence or presence of mucoid patches and their distribution on the gills^6^. In the current study, AGD mucoid lesions were not evident on the gills in AGD-affected groups at the earlier time points (4 and 7 dpi) and the gill score in the AGD-affected fish remained less than 2 by day 16. Although it is known that long term cultivation of *P. perurans* results in the loss of parasitic virulence *in vivo*^28^*,* the amoeba used in the current study were twelve weeks in culture prior to use in the challenge trial. The progression of the disease based on gill scores observed raised a concern in relation to the virulence of the pathogen. However, at the first sampling point (4 dpi) *P. perurans* DNA was detected by qPCR and microscopically, there was evidence of epithelial hyperplasia. Amoebic virulence was therefore shown to be adequate and the rate of disease progression appropriate in order to investigate gene expression at early disease stages. Moreover, at 4 dpi, 4838 genes were differentially regulated with 2985 genes down-regulated and 1853 up-regulated. By 7 dpi the pattern of gene expression changed, with more genes up-regulated and to a greater extent (Fig. 2). In addition to hyperplasia, fusion of the lamellae was now evident, indicative of AGD in the absence of visible mucoid patches. At 14 dpi and 16 dpi, the pattern of gene expression returned to that which was seen at 4 dpi. Principal component analysis of the 7 dpi time point showed four of the six AGD-affected samples clustered together and were clearly different from the other fish sampled. With the other samples in the 7 dpi AGD-affected group, one sample clustered with the pre-7 dpi samples, while the other sample clustered with the post-7 dpi samples. The fish were exposed to the *P. perurans* by immersion. In comparison to intraperitoneal injection methods, the number of amoeba colonising the gill of each fish cannot be controlled, so this finding was not unexpected and highlights the importance of using individual instead of pooled samples for fish studies, and having a minimum of 6 fish per group for RNA-seq AGD studies^29^. For this study, the same gill (gill 2) was taken from each fish with no pre-selection for the presence or absence of mucoid lesions.

The RNA-seq data was validated using qPCR analysis of a panel of immune genes. Down regulated genes at each time point included *acod1*, *cc4*, *il-17a/f1* and *nos2*, and *ptx3* with *cath1* being down-regulated at 4, 7 and 16 dpi. *Acod1*, also known as immune responsive gene 1 (*irg1*) is a gene coding for an enzyme producing itaconic acid through the decarboxylation of cis-aconitate. The expression levels of *acod1/irg1* correlates to itaconic acid production, an indicator of inflammation activation in mammals^30^. The *acod1* gene is emerging as a regulator of immuno-metabolism in inflammation and infection^31^. In the current study, the pattern of expression of *acod1/irg1 and nos2* were similar with both genes being consistently down-regulated. Furthermore, both *nos2* and *acod1* genes were also shown to have involvement in the biological process ‘GO: 0072593: Reactive oxygen species metabolic process’ containing 7 down-regulated genes (*nos1, ncf1*, *cybb, nos2a, noxa1, hace1, acod1*) at 7 dpi. The lack of an increase in *nos2* expression in the current study, is consistent with the previous finding that there was no detectable increase in the expression of *iNos (nos2)* between healthy and AGD-affected fish during early disease stage^15^. In a previous study, the differential expression of the superoxide dismutase (*sod*) and catalase (*cat*), two genes involved in oxidative stress, were reported to be up-regulated in late stage AGD^20^. SOD catalyses the dismutation of the superoxide (O_2_^−^) into O_2_ or H_2_O_2_ while CAT plays a role in protecting cells from oxidative damage. In the current study, at 7 dpi there were 108 genes identified as being up-regulated in GO: 0055114, the oxidation–reduction biological process (Fig. 5B). Three *sod* genes were found to be up-regulated including soluble *sod1*, (GeneID: 30553), the mitochondrial *sod2* (GeneID: 335799) and the extracellular *sod3b* (GeneID: 794006). In the same study, *cat* gene expression was reported as being significantly upregulated in gill lesion tissue with gill score 2. In the current study, catalase was not found to be up-regulated prior to the appearance of lesions on the gill, at 7 dpi, further confirming this gene as a possible lesion specific marker for AGD. The up-regulation of genes involved in the oxidative-reduction biological process during early stage AGD will be further investigated in a future study. TGF-β1 is a potent suppressor of *nos2* by multiple mechanisms in numerous cell types, including macrophages^32^. An up-regulation of *tgf-β* isoforms (*β1, β 2, induced*) was evident in the current study from 7 dpi. TGF-β can promote IL-17 cell differentiation however the expression of *Il-17a/f1* was consistently down-regulated. CC4 is a chemokine for natural killer cells, monocytes and a variety of other immune cells^33^. LECT2 is a chemotactic factor attracting neutrophils to the site of infection. The genes *lect2* and *clra* showed the same pattern of expression being substantially up-regulated at 7 dpi, while being down-regulated at the other time points. Indeed it is the interaction between LECT2 and C-type lectin receptor (CLRA) proteins that is thought to be responsible for the ‘‘neutrophil-chemotactic’’ characteristic of LECT2^34^. Furthermore, *Lect2,* along with *ptx* and *sap* are acute phase response genes. Interestingly, the expressions of *ptx* and *sap* were not as expected. While *ptx* (GeneID 106581433) was found to be down regulated, and *sap* (GeneID 106604759) up-regulated approximately twofold, paralogues of *sap* (GeneID 106608633) and *ptx* (GeneID 100136583) were both substantially up-regulated at 7 dpi. Previous findings reported no differential gene expression of an SAP pentraxin in AGD-affected gill having visible mucoid lesions^13^. It is noteworthy that *Il-8,* also a chemotactic factor with similar functions to *lect2,* did not show a similar expression trend, and was down-regulated at 7 dpi, and up-regulated at 16 dpi.

From the RNA-seq data set, down-regulated immune genes at 7 dpi were identified in the Reactome gene set R-DRE-68256: Immune system, which were associated with NOD-like receptor (NLR), Toll-like receptor (TLR) and RIG-1 like receptor signaling pathways, and also cytokine and interleukin signalling. NOD-like receptors (NLRs) can initiate or regulate host defence pathways through formation of signalling platforms that subsequently trigger the activation of inflammatory caspases and NF-κβ^35^. A recent study of advanced stage AGD (day 21, gill score 3.3) reported activation of such defence pathways, with upregulation of genes mapped to NLR, TLR signalling, and Herpes simplex virus 1 infection pathways^36^. The current study also identified NLR and TLR signalling pathways, but enriched for down-regulated genes at 7 dpi. Involvement of the Herpes simplex virus 1 infection pathway suggests a viral-like response to parasite invasion in AGD^36^. In the current study the Herpes simplex infection pathway (dre05168: FDR 0.00015) was also enriched with down-regulated genes at 7 dpi, suggesting that the anti-viral response is either not activated, or suppressed, in early stage AGD, a theory that is further supported by down-regulation of genes associated with the biological process GO: 0060337: Type 1 interferon signaling pathway, and interferon regulatory factors. Other pathways enriched with down-regulated genes at 7 dpi included B-cell receptor (BCR) signalling, T-cell receptor (TCR) signalling*,* the differentiation of Th1/Th2 cells, and Th17 cells. Interestingly, these signalling pathways had 2 genes in common*, ikbkb* and *mapk3.* Host invasion by pathogens frequently induces activation  of NF-κβ, which plays an important role in initiation of innate immune responses by regulating the expression of many immunological mediators, including chemokines, cytokines, adhesion molecules, and enzymes that produce secondary inflammatory mediators^37^. Based on the pattern of gene expression in the current study, specifically at 7 dpi, *P. perurans* may have developed an immune evasion strategy to prevent the activation of NF-κβ during the early onset of AGD. Of particular interest is the down regulation of genes involved in NOD-like receptor pathway, perpetuating the inhibition of NF-κβ by Iκβ. Pathogens have previously been reported to have developed strategies to circumvent the activation of the NF-κβ activation, by preventing the inhibitor, Iκβ, from being ubiquitinated and therefore preventing its degradation, causing NF-κβ to remain sequestered in the cell cytoplasm and therefore inactive^38^. Indeed, some viruses for example vaccinia viral protein B14, encode virulence factors, to target IKKβ to inhibit the NF-κβ-mediated antiviral immune response^39^. Therefore it is conceivable that *P. perurans* virulence factors could potentially have some immunomodulatory effects on their host.

With regard to the down-regulation of genes with involvement in cytokine and interleukin signalling, interrogation of the DEG dataset identified multiple transcripts from nine interleukin (*il*) gene families with differential expression in AGD-affected gills, with one gene *il-17a/f1-like* (Gene ID 106600843) was found to be down-regulated at every time point. Only two interleukins were found to be substantially up-regulated, *il-27β* at 7 dpi, (12.4 log_2_FC), and one of 2 paralogues of *il-8* (Gene ID 106577833) at 16 dpi (2.4 Log_2_FC). The up-regulation of *Il-1β* has been reported as the hallmark of late stage AGD infection^17^ associated with larger AGD-lesions. In these cases the observed increase in mucous cell hyperplasia has led to the contention that mucous cells are the potential source of *il-1β*^13^. Multiple paralogues *of il-1β* were identified in the current study with down-regulated expression seen at 4 dpi, 7 dpi and 16 dpi, suggestive of an impaired inflammatory response. Two paralogues of *Il-12β-like,* the p40 subunit for IL-12 and IL-23 were also down-regulated at 7 dpi. IL-12 is a growth factor for Th1^40^ while IL-23 is involved in Th17 cell differentiation^41^. IL-17 is a key cytokine produced by Th17 cells, involved in the inflammatory and neutrophil response. IL-17A is produced mainly in T cells, whereas IL-17F is produced in T cells, innate immune cells, and epithelial cells^42^. The role of IL-17F is mainly in the mucosal host defence mechanisms^43^. A recent study reported the expression of *Il-17a/f1b* and *Il-17d* to be significantly down-regulated in comparison to the negative control in gills from fish inoculated with a high concentration of *P. perurans* trophozoites (5000 amoeba /L)^12^. In the current study where fish were infected with 2750 amoeba/L, *Il-17a-like* was also found to be down-regulated at 4 dpi, while *il-17a/f1* was consistently down-regulated at every time point. Interleukins involved in inducing IFN-γ, which promotes Th1 cell differentiation, *Il-15* and *Il-18,* were also down-regulated in the current study. Interestingly, the expression of *Il-27β*, a component of both interleukins IL-27 and IL-35, was substantially up-regulated at 7 dpi (12.4 log_2_FC). IL-27 is unique in that although it induces Th1 differentiation, it can antagonise the development of the Th17-cell response and limit Th-17 driven inflammation^44^, critical for host defence against bacterial, fungal and viral infections at mucosal surfaces^40^ while IL-35 induces proliferation of Treg cell populations but reduces activity of Th17 cell populations^45^. In addition to the down-regulation of interleukins, numerous *ifn* receptors and regulatory factors were down-regulated throughout the study, with the exception of *irf2-like and irf4-like* which were both up-regulated at 14 dpi. The down-regulation of *tnf-α was* also evident.

Mucins are high molecular weight glycoproteins secreted by goblet cells and the main structural component of mucus. Excessive mucus production in the gills is a hallmark of AGD^3^ with substantial up-regulation of the secreted MUC5AC detected in clinical AGD^14^. Specialized epithelial (goblet) cells are the major source of MUC5AC, which can be induced by MMP9 through the activation of the epidermal growth factor receptor (EGFR) and mitogen-activated protein kinase 3/2 MAPK 3/2(ERK1/2) cascade^46^. The expression of three genes (*kita, hmgb1a, gpr183a*) involved in the positive regulation of the ERK1/2 cascade (GO: 0070374) were found to be upregulated at the last time point (16 dpi) in this study. Mucins (muc) identified in the current study included *muc-2-like, 5AC-like, 7-like, 12-like 13-like, 17-like* and an *intestinal mucin-like* gene (Supplementary Table S7 online). Two paralogues of *muc-5AC-like* were found to be differentially expressed, with one paralogue at 4 dpi up-regulated, while the other paralogue at 7 dpi was down-regulated. Interestingly, the expression of a *muc-13-like* was found to be substantially up-regulated (log_2_FC 7.8) at 7 dpi. Muc-13 is associated with mucosal immunity, and is an epithelial and hemopoietic cell surface mucin that protects against inflammation and may also play a role in cell signaling^47,48^. Muc-13 has also been reported as a quantifiable host marker of plasmodium parasite infection which could potentially be used to distinguish infected from uninfected cells^49^. A recent RNA-seq study also reported the differential expression of a mucin-13-like gene in the head-kidney of advanced stage AGD-affected fish but not the gill^36^. Further investigation is warranted to determine the role of *muc-13-like* in the various tissues of AGD-affected fish and if the expression of this mucin is triggered through *P. perurans* cell attachment.

The present study provides the initial discovery and description of cytokine down-regulation during the amoeba attachment phase of  early-stage AGD in the gill of Atlantic salmon, and provides the basis for future, more in-depth studies to elucidate the mechanisms behind this potential immune evasion strategy.

## Methods

### Study design

This early stage AGD study was designed to compare the transcriptomic profile from individual gill tissue from 6 fish at 4 time points (4, 7, 14 and 16 dpi) to 6 uninfected control fish (0 dpi). As the 0 dpi time point was critical, it was decided to include two groups of 6 control fish (T0_GCRL, T0_GAGD) in the RNA sequencing. As all six fish in both control groups had a similar gene profile, the T0_GCRL group was subsequently selected for the data analysis. The experiment was designed to establish an AGD challenge with a type I error of 5% assuming a success rate of 80% (power analysis) and also taking into consideration a recent paper on biological replicates for RNA-seq^29^.

### Fish husbandry

Atlantic salmon smolts (78.8 ± 20.6 g) were sourced from a local freshwater hatchery on the west coast of Ireland and transported to the Marine and Freshwater Research Center, at the Galway Mayo Institute of Technology. Fish are were distributed into 8 circular black 1 m^−3^ L tanks (45 fish/tank) connected to recirculating aquaculture systems at a stocking density of 3.6 kg m^−3^, water temperature 12 °C, artificial seawater (30ppt) and a 12 h/12 h light/dark cycle. Fish were acclimatized for 6 days prior to the start of the trial. Fish were fed a commercial salmon diet (Le Gouessant) at 1% body weight per day. The *in-vivo* fish trial was carried out according to the ARRIVE guidelines for animal research^50^. This project was authorised by the Health Products Regulatory Authority (HPRA), authorisation number AE19137/P001, in compliance with Directive 2010/ 63/EU transposed into Irish law by S.I. No 543 of 2012.

### *Paramoeba perurans* isolation and culture

*Paramoeba perurans* trophozoites were collected by gill swabbing from AGD infected Atlantic salmon on a commercial salmon farm on the west coast of Ireland. Amoebae were cultured on marine yeast agar plates (MYA; 0.01% malt, 0.01% yeast, 2% Bacto Agar), 16 °C overlaid with 7 ml sterile sea water^51^, and sub-cultured weekly by transferring free-floating cells to fresh MYA plates. Confirmation of *P. perurans* identity was performed using qPCR as previously described by Downes (2015)^5^. The amoeba was in culture for 12 weeks prior to challenge.

### *Paramoeba perurans* challenge

Six MYA agar plates were scraped gently and the sterile seawater (SSW) overlay and cells collected into a 2 × 50 ml tubes. The volume of each tube was brought up to 40 ml using SSW at 16 °C, centrifuged at 800×*g* for 10 min at 16 °C. The supernatant, with the exception of the last 5 ml was removed from each tube. The pellet was re-suspended in the remaining 5 ml and then both 5 ml were combined into one 10 ml concentrate of amoeba. In a 15 ml tube, a 1:40 dilution was made using 250 µl of amoeba into 9.75 ml SSW. The tube was closed and inverted several time to ensure proper distribution of the amoeba. The diluted amoeba (1 ml) were placed on a Sedgewick rafter counter chamber. The cells were allowed to settle on the chamber for 10 min prior to counting. Counts were performed in triplicate. After an acclimatisation period of 6 days, 90 fish were challenged with *P. perurans (*2750 amoebae/L) in 300 L for 4 h in artificial seawater (30ppt),  with oxygen saturation, water temperature (12 °C)*,* and fish behaviour and welfare closely monitored. The 90 control fish were also held at 300 L for 4 h under the same conditions without *P. perurans.* Following the challenge, fish were returned to their respective tanks to be held under the same conditions as prior to challenge.

### Disease progression

Clinical symptoms of AGD were determined by macroscopic examination of the intact gills in euthanised fish and were scored according to Taylor et al.^6^. Prior to sampling, 3 fish were taken from each duplicate control and AGD-affected tanks, and all 6 fish placed in an anaesthetic bath. Naïve control fish (6) and experimental fish (6) were sampled at each time point (0, 4, 7, 14 and 16 dpi) and all fish were gill scored.

### Sample collection

The current study was carried out in parallel with another study investigating the proteomic expression in early stage AGD from fish (6 control, 6 AGD-treated) sampled at 9 time points over 16 days (0, 1, 2, 3, 4, 7, 9, 11, 14, 16 dpi)^26^. Prior to sampling, 3 fish were taken from each duplicate control and AGD-affected tanks, and all 6 fish placed in anaesthetic at the same time. Fish were euthanised by overdose of anaesthetic (400 mg L^−1^ tricaine methane sulfonate) and the gills examined and scored based on the absence (0) or presence (1 to 5) of the mucoid patches on euthanised fish^6^. Prior to the tissue sampling, the fish were bled from the caudal vein. To minimize blood contamination in gill tissue, prior to extraction, the gills were perfused by injection of 2 ml phosphate buffered saline (PBS) into the heart. For RNA sequencing the entire second left gill, irrespective of the presence of absence of mucoid lesions, was removed with the arch and placed in 300ul of RNA*later (*Ambion Inc, Austin, Texas), stored overnight at 4 °C before being transferred to − 80 °C. For histopathology, the first right gill with arch was fixed in 10% buffered neutral formalin solution prior to being routinely processed and embedded in paraffin wax blocks. Gill tissue sections (5 µm) were stained with haematoxylin and eosin (H&E), and examined using an Olympus BX41 Microscope and CellSens software (Olympus, Tokyo, Japan) and imaged.

For amoeba identification, the fourth right gill with the arch was removed from individual fish and collected into 300ul of RNA*later (*Ambion Inc, Austin, Texas) prior to DNA extraction (DNeasy Blood and Tissue Kit, Qiagen) from individual gills. qPCR analysis was performed using a Taqman assay developed for the detection of *P. perurans* DNA^5^.

### Total RNA extraction

Following the removal of the whole, 2nd left gill from RNALater, Total RNA was extracted using the RNeasy Mini Plus Kit (Qiagen, Germany) according to the manufacturer’s instructions. Briefly, 30 mg gill tissue from each individual fish gill, irrespective of the presence of absence of mucoid lesions, was homogenized using a bead mill (Fisher Scientific) and 2.8 mm ceramic beads in 350 µl RLT lysis buffer and 1 µl DX antifoam reagent (Qiagen, Germany), 5 pulses/sec, 10 s, repeated 3 times. The optional DNase I (Qiagen, Germany) step was included to ensure complete elimination of gill genomic DNA. RNA was eluted in 70 µL of nuclease -free water and stored at − 80 °C until required. RNA was quantified using the Qubit RNA Assay Kit in Qubit 2.0 Fluorimeter (Thermo Fisher Scientific, USA). RNA integrity (RIN) was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies CA, USA). Total RNA with RIN ≥ 8.0 or higher were used for library construction.

### Library construction and transcriptome sequencing

Library construction and transcriptome sequencing was outsourced (Novogene, Cambridge, UK). Total RNA from 6 control fish (0 dpi) and 6 fish from 4, 7, 14 and 16 dpi dpi was used for the construction of 30 RNA sequencing libraries using NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, USA) according to manufacturer’s instructions. Index codes were added to attribute sequences to each sample. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using HiSeq PE Cluster Kit cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, library preparations were sequenced on an Illumina Hiseq 2000 platform and 125 bp/150 bp paired-end reads were generated. FastqQc (Version 0.11.8) (www.bioinformatics.babraham.ac.uk/projects/fastqc/) was utilised for quality assessment of reads from each sample and Multiqc (Version 1.7)^52^ was used to visualise all FastQc results. No samples were identified as being bad quality, and all samples were included in the next step of the workflow process. Trimmomatic (v0.36)^53^ was used to trim paired reads in FASTQ files, using default parameters for paired-end mode and a minimum read length of 50 bp.

### Differential expression analysis

Differential expression analysis was performed on total RNA from 6 fish from 4, 7, 14 and 16 dpi using the DESeq2 (Version 1.24.0)^54^ where each time point was compared to 6 fish from time 0, naïve, pre-AGD samples. DESeq2 provided statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting *p* values were adjusted to control for the false discovery rate (FDR)^55^. Genes with an adjusted *p*-value (p-adj) of < 0.05 were determined to be differentially expressed. No minimum log_2_FC threshold was assigned as a cut-off value for differential expression. Four lists of DEGs were generated: T0 vs T4 (4 dpi), T0 vs T5 (7 dpi), T0 vs T8 (14 dpi) and T0 vs T9 (16 dpi) down. Each list was further divided into down-regulated and up-regulated genes resulting in a total of eight DEGs lists. Volcano plots were created to visualise the DEGs at individual time points (Fig. 2).

### Read mapping to the Atlantic salmon (*Salmo salar*) reference genome

The *Salmo salar* genome ICSASG_v2 (GenBank:GCF_000233375.1)^23^ was used to map the reads (Supplementary Table S1 online). Mapping was implemented using HiSat2 (version 2.1.0)^56^ using default parameters and paired-end mode. Counts were generated using featureCounts (v1.6.0)^57^ using the default parameters for paired-end reads. RNA-seq specific QC, sample correlation and visualisation were implemented using Seqmonk (Version 1.45.1) (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/).

Principal component analysis (PCA) plots were generated to visualise the relationships between all samples, as well as samples by time point. The similarity between samples from thirty RNA-seq libraries (6 fish × 5 groups) was analysed (Supplementary Fig. S1 online). An additional T0 group (6 individual fish) was sent for sequencing as an added precaution as this time point was considered critical to the success of the study. The RNA sequencing from all six fish in both control groups (T0_Ctrl, T0_AGD) was similar with regard to the total number of reads per fish and also in the total number of reads mapped (T0 Ctrl: 58312820 with 88.42% mapped, T0 AGD: (pre-inoculation) 56224414 with 88.03% mapped). A pairwise comparison between T0_Ctrl and T0_AGD identified only 1 DE gene between the 2 groups. Subsequently, the T0_GCRL fish (n = 6) were selected for the pairwise analysis of the RNA-seq data to the other time points.

### Pathway and process enrichment analysis

Gene Ontology (GO)^58,59^ and Kyoto Encyclopedia of Genes and Genomes (KEGG)^60^ pathway mapping was performed using Metscape^24^. The zebrafish (*Danio rerio*) database was used to determine GO enrichment as the option to use *Salmo salar* was not available in Metscape. For each given gene list in the DEG dataset, the following ontology sources were used: KEGG Functional Sets, KEGG Pathway, GO Biological Processes, GO Cellular Components, GO Molecular Functions, KEGG Structural Complexes and Reactome Gene Sets. A user-supplied list of 5815 protein coding genes, identified as *D. rerio* homologs, was used as the enrichment background. Terms with a *p*-value < 0.01, a minimum count of 3, and an enrichment factor > 1.5 (the enrichment factor is the ratio between the observed counts and the counts expected by chance) were collected and grouped into clusters based on their membership similarities. More specifically, *p*-values were calculated based on the accumulative hypergeometric distribution^61^, and *q*-values were calculated using the Benjamin-Hochberg procedure to account for multiple testings^55^. Kappa scores^62^ were used as the similarity metric when performing hierarchical clustering on the enriched terms, and sub-trees with a similarity of > 0.3 were considered a cluster. The most statistically significant term within a cluster was chosen to represent the cluster.

### Protein–Protein interaction (PPI)

PPI was carried out using STRING (version 11.0, https://string-db.org) to generate protein association networks based on function for immune genes identified as enriched in KEGG pathways and Reactome gene sets. The default settings were used and *Danio rerio* selected as the species of interest as STRING does not provide *Salmo salar* as a species option.

### Validation of RNA-seq data using Real-time PCR

Total RNA (1 µg) from each individual fish gill sample at 5 time points (0 dpi, 4 dpi, 7 dpi, 14 dpi and 16 dpi) was reverse transcribed to complementary DNA (cDNA) using the GoScript kit (Promega) as per manufacturer’s instructions. Real-time PCR was performed using 48.48 Dynamic Array Integrated Fluidic Circuit (IFC) chips on the Biomark HD system (Fluidigm, USA). Ten genes differentially regulated in the gill RNA-seq data were selected including *acod1: aconitate decarboxylase 1* (also known as *irg1*), *cath1: cathelicidin 1*, *clra*: *c type lectin receptor a*, *cc4: c–c motif chemokine 4-like*, *lect2: leukocyte cell-derived chemotaxin 2-like*, *il-8: interleukin-8-like*, *il17a/f1:* *interleukin-17a/f1-like, nos: nitric oxide synthase 2, inducible*, *ptx: pentraxin-related protein-like*, *sap: serum amyloid P-component-like*. *Elongation factor 1 alpha* (*ef1a)* was selected as the most appropriate housekeeping gene^63^. Gene primers were designed using PrimerQuest (Integrated DNA Technologies, https://eu.idtdna.com/). All primers were designed to have Tm of 62 °C and to be run in the qPCR at 58 C. Primer sequence details are provided in Supplementary Table S8 online.

A pre-amplification multiplex step was carried out on the target genes using a MiniAmp Plus PCR machine (Applied Biosystems) using the Preamp Master Mix (Cat. No. 100-5581, Fluidigm) as per manufacturer’s instructions. The pre-amplified cDNA was treated with Exonuclease I to remove unincorporated primers prior to running on the IFC chip. The PCR assay mix consisted of 0.7 µL of 50 mM primer mix (IDT, Belgium), 3.5 µL of 2X assay loading reagent (Fluidigm) and 2.8 µL of 1X DNA elution buffer (Qiagen, Germany). The sample premix was prepared with 200 µL of 2X SsoFast EvaGreen supermix with low ROX (Bio-Rad, München, Germany) and 20 µL of 20X Binding Dye Sample Loading Reagent (GE 48.48 Dynamic Array™ Sample & Assay Loading Reagent Kit, Item 85000821, Fluidigm), of which 3.85 µL of the sample pre-mix was combined  with 3.15 µL of the diluted pre-amplified PCR product for each sample inlet of the IFC chip. The PCR program was 95 °C for 60 s, 30 cycles of 95 °C for 5 s, 58 °C for 20 s followed by a melt curve protocol of 55 °C to 95 °C with a ramp rate of 1 °C/3 s. Each sample was run in triplicate/chip and 3 chips used per validation. Melt curve analysis was preformed to confirm the specificity of the amplified PCR product. PCR amplification efficiency (E) was calculated for each gene of interest and the housekeeping gene by the generation of standard curves using tenfold serial dilutions of the cDNA template (standard curve: R^2^ > 0.980, amplification efficiency range 90–105%). Melt curve analysis was used to confirm the amplification of single, PCR products. The relative expression for each gene was calculated using the delta delta CT (ddCT) method^64^ by the Real-Time PCR Analysis software on the Biomark HD (Fluidigm, USA).

### Statistical analysis

For pathway and process enrichment analyses, *p*-values < 0.01 were calculated based on the accumulative hypergeometric distribution, and *q*-values calculated using the Benjamin-Hochberg correction for multiple testing using Metascape. Kappa scores were used as the similarity metric when performing hierarchical clustering on the enriched terms, and sub-trees with a similarity of > 0.3 were considered a cluster. The most statistically significant term within a cluster was chosen to represent the cluster. For qPCR analysis, the fold change of each gene at each time point was analysed relative to the T0 control using an un-paired t-test with differences considered significant at *p* < 0.05. Ggplot2_3.2.1 in R studio Version 3.5.1 was used to generate the Spearman correlation data.

## Supplementary Information

Supplementary Information.

## Data Availability

All data supporting this study are included in the results section, the Supplementary material section online and openly available from the NCBI Geo Database, Accession Number GSE179972.

# Supplementary material for: Investigation of the transcriptomic response in Atlantic salmon (Salmo salar) gill exposed to Paramoeba perurans during early onset of disease
**Source:** Sci Rep. 2021 Oct 19;11:20682. doi: 10.1038/s41598-021-99996-1
**Supplement:** Supplementary file 1 — Supplementary Information.

Investigation of the transcriptomic response in Atlantic salmon (*Salmo salar*) gill exposed to *Paramoeba perurans* during early onset of disease.

Anita Talbot^1*^, Laura Gargan^2^, Grainne Moran^1^, Louis Prudent^1^, Ian O’Connor^1^, Luca Mirimin^1^, Jens Carlsson^2^, Eugene MacCarthy^1^

Affiliation: Galway Mayo Institute of Technology^1^, University College Dublin^2^.

**Supplementary Tables**

**Supplementary Table S1.** Reads mapped to the Atlantic salmon (*Salmo salar)* reference genome ICSASG_v2 (GenBank:GCF_000233375.1). HiSat2 (version 2.1.0) was used for mapping using default parameters and paired-end mode. Counts were generated using featureCounts (v1.6.0) using the default parameters for paired-end reads.

| Sample | No. raw reads | No. clean paired reads | % clean paired reads | No. aligned fragments (HiSats) | % aligned (HiSat2) | No. assigned fragments (featureCounts) |
| --- | --- | --- | --- | --- | --- | --- |
| 0 dpi_F1 | 23,705,616 | 21,788,776 | 91.91 | 20,939,014 | 96.1 | 17,067,854 |
| 0 dpi_F2 | 31,513,874 | 29,303,994 | 92.99 | 28,339,893 | 96.71 | 23,108,152 |
| 0 dpi_F3 | 29,391,335 | 27,346,835 | 93.04 | 26,015,044 | 95.13 | 21,097,194 |
| 0 dpi_F4 | 31,983,472 | 30,118,436 | 94.17 | 29,115,492 | 96.67 | 23,450,006 |
| 0 dpi_F5 | 27,085,439 | 25,112,221 | 92.71 | 24,263,428 | 96.62 | 19,770,449 |
| 0 dpi_F6 | 35,446,789 | 32,947,046 | 92.95 | 31,754,363 | 96.38 | 25,173,681 |
| 4dpi_F1 | 33,141,070 | 30,776,783 | 92.87 | 29,653,430 | 96.35 | 23,601,837 |
| 4dpi _F2 | 24,119,697 | 22,182,174 | 91.97 | 21,093,029 | 95.09 | 15,109,383 |
| 4dpi _F3 | 25,447,276 | 23,627,834 | 92.85 | 22,630,739 | 95.78 | 18,375,060 |
| 4dpi _F4 | 28,777,537 | 26,848,741 | 93.3 | 25,726,464 | 95.82 | 20,579,372 |
| 4dpi _F5 | 32,267,776 | 29,765,296 | 92.24 | 27,151,903 | 91.22 | 21,229,599 |
| 4dpi _F6 | 29,916,718 | 27,653,002 | 92.43 | 26,541,351 | 95.98 | 20,957,105 |
| 7dpi _F1 | 22,724,108 | 21,184,663 | 93.23 | 20,286,433 | 95.76 | 16,651,379 |
| 7dpi _F2 | 24,216,542 | 22,803,694 | 94.17 | 21,627,023 | 94.84 | 17,231,475 |
| 7dpi _F3 | 25,370,044 | 23,176,833 | 91.36 | 22,358,691 | 96.47 | 17,403,859 |
| 7dpi _F4 | 25,830,010 | 23,560,194 | 91.21 | 21,390,300 | 90.79 | 17,514,492 |
| 7dpi _F5 | 22,356,856 | 21,169,816 | 94.69 | 19,821,299 | 93.63 | 16,231,978 |
| 7dpi _F6 | 27,854,702 | 26,242,235 | 94.21 | 25,221,412 | 96.11 | 19,968,567 |
| 14dpi _F1 | 23,445,793 | 21,786,551 | 92.92 | 20,878,052 | 95.83 | 17,152,789 |
| 14dpi _F2 | 29,782,671 | 27,922,357 | 93.75 | 26,635,136 | 95.39 | 21,449,560 |
| 14dpi _F3 | 22,911,403 | 21,066,427 | 91.95 | 20,160,571 | 95.7 | 16,496,355 |
| 14dpi _F4 | 24,310,134 | 22,667,534 | 93.24 | 21,683,763 | 95.66 | 17,895,816 |
| 14dpi _F5 | 28,664,133 | 26,055,225 | 90.9 | 24,997,383 | 95.94 | 19,554,268 |
| 14dpi _F6 | 26,087,449 | 23,827,146 | 91.34 | 22,714,418 | 95.33 | 18,510,969 |
| 16dpi _F1 | 28,400,360 | 25,480,633 | 89.72 | 24,489,436 | 96.11 | 19,594,519 |
| 16dpi _F2 | 21,715,412 | 19,810,680 | 91.23 | 18,659,679 | 94.19 | 14,740,735 |
| 16dpi _F3 | 22,603,785 | 20,898,728 | 92.46 | 20,150,554 | 96.42 | 16,453,470 |
| 16dpi _F4 | 23,451,127 | 20,735,553 | 88.42 | 19,906,131 | 96 | 15,906,230 |
| 16dpi _F5 | 24,921,811 | 22,700,158 | 91.09 | 21,792,152 | 96 | 17,457,881 |
| 16dpi _F6 | 25,482,490 | 23,774,625 | 93.3 | 22,878,322 | 96.23 | 17,933,281 |

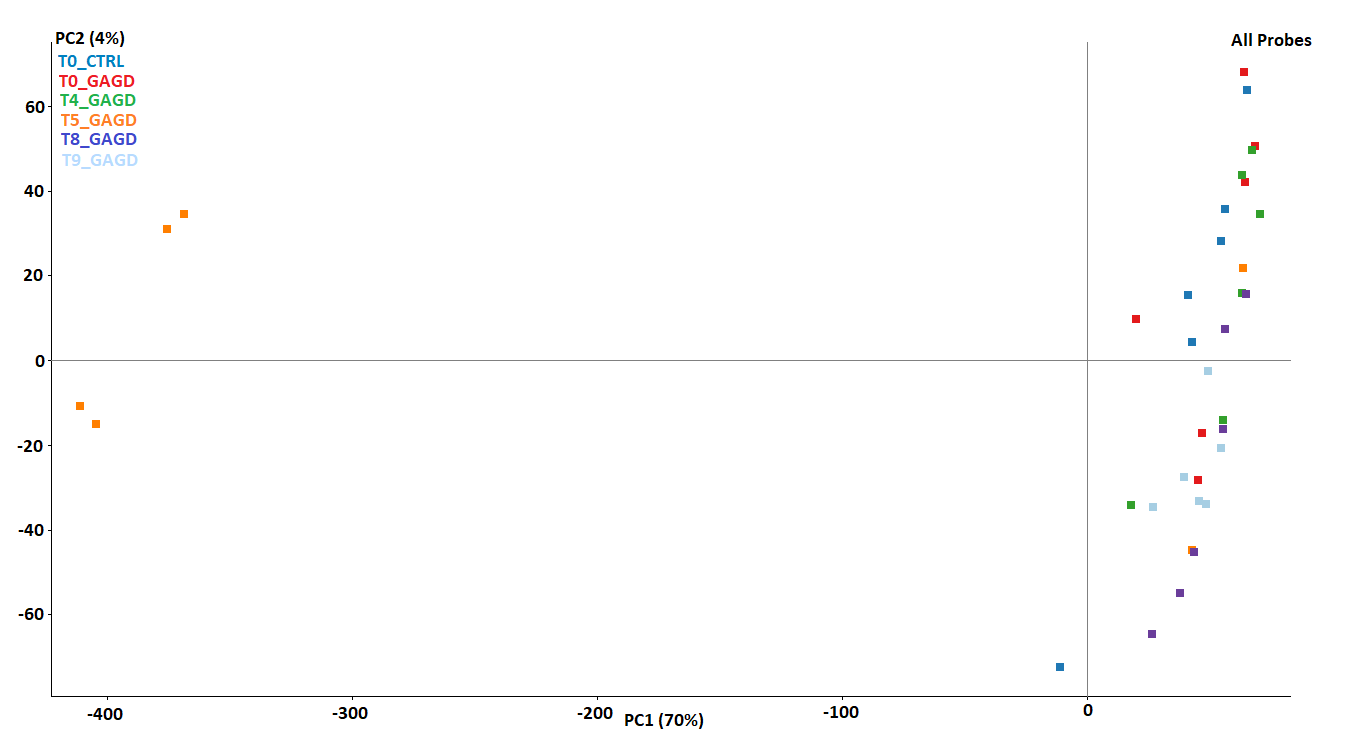

**Supplementary Figure S1.** Principal component analysis (PCA). The similarity between samples from thirty-six RNA-seq libraries (6 fish x 6 groups, including 2 groups from T0) was analysed. There were two groups of naïve control fish (T0_CTRL, T0_GAGD), one at 4 dpi (T4_GAGD), at 7 dpi (T5_GAGD), at 14 dpi (T8_GAGD) and at 16 dpi (T9_GAGD). The variation in the PC1 was 70%, and in PC2 was 4%. Four of the six AGD-affected samples at 7 dpi (orange squares) are clustered together. One 7 dpi sample is located in the quadrant with four 4 dpi samples (green squares) and the six 0 dpi control samples (blue squares), while the other 7 dpi sample is located with the 14 dpi (purple squares) and 16 dpi (light blue).

**Supplementary Table S2.** The top 20 down-regulated genes in AGD-affected gill at each time point.

GeneID: gene identification number, Log_2_FC: log of gene expression fold change to base 2, p-adj: p-value adjusted for false discovery rate, dpi: days post inoculation with *N. perurans*

**Supplementary Table S3.** The top 20 up-regulated genes in AGD-affected gill at each time point.

GeneID: gene identification number, Log_2_FC: log of gene expression fold change to base 2, p-adj: p-value adjusted for false discovery rate, dpi: days post inoculation with *N. perurans*

**Supplementary Table S4.** Immune-related genes down-regulated genes at 7 dpi.

All genes listed were identified in R-DRE-1682256: Immune system denoted by^1^ of which subgroups included R-DRE-168249: Innate immune system^2^, R-DRE-1280215: Cytokine signalling in the immune system^3^, and R-DRE-449147: Signalling by interleukins^4^. GeneID: *Salmo salar* gene identification number

| Gene ID | Gene symbol | Name | Gene ID | Gene symbol | Name |
| --- | --- | --- | --- | --- | --- |
| 336425 | *aldoaa* | *aldolase a, fructose-bisphosphate, a*^1,2^ | 100537196 | *mapkap1* | *MAPK associated protein 1*^1^ |
| 114428 | *arf1* | *ADP-ribosylation factor* *1*^1^ | 373081 | *mvp* | *major vault protein*^1,2^ |
| 415204 | *arpc3* | *actin related protein 2/3 complex, subunit* 3^1,2^ | 569779 | *myo10* | *myosin X*^1,2^ |
| 767630 | *atp8a1* | *ATPase phospholipid transporting 8A1^1^*^,2^ | 557335 | *nlrx1* | *NLR family member X1*^1,2^ |
| 192322 | *calm2b* | *calmodulin 2b, (phosphorylase kinase, delta)* ^1,2^ | 60658 | *nos1* | *nitric oxide synthase 1 (neuronal)* ^1,2^ |
| 334527 | *cap1* | *CAP, adenylate cyclase-associated protein* 1^1,2^ | 404036 | *nos2a* | *nitric oxide synthase 2a, inducible*^1,2^ |
| 394037 | *cct8* | *chaperonin containing TCP1, subunit 8 (theta)*^1,2^ | 796461 | *nrg1* | *neuregulin 1*^1, 3, 4^ |
| 567192 | *cd59* | *CD59 molecule (CD59 blood group*)^1,2^ | 554967 | *psmd1* | *proteasome 26S subunit, non-ATPase 1*^1,2^ |
| 767754 | *cenpe* | *centromere protein E^1^* | 373104 | *rab14* | *RAB14, member RAS oncogene family*^1,2^ |
| 336381 | *cotl1* | *coactosin-like F-actin binding protein 1^1^*^,2^ | 323197 | *racgap1* | *Rac GTPase activating protein 1*^1^ |
| 100134935 | *csf3r* | *colony stimulating factor 3 receptor (granulocyte)*^1, 3, 4^ | 554089 | *s100z* | *S100 calcium binding protein Z*^1,2^ |
| 30265 | *ctnnb1* | *catenin (cadherin-associated protein), beta 1*^1^ | 402992 | *scamp1* | *secretory carrier membrane protein 1*^1,2^ |
| 100002946 | *cxcl8a* | *chemokine (C-X-C motif) ligand 8a*^1^ | 793290 | *spred2b* | *sprouty related EVH1 domain containing 2b*^1, 3, 4^ |
| 336613 | *cyfip1* | *cytoplasmic FMR1 interacting protein 1*^1,2^ | 368519 | *stat4* | *signal transducer and activator of transcription 4*^1,^ ^3, 4^ |
| 324089 | *det1* | *DET1 partner of COP1*^1^ | 492489 | *sugt1* | *SGT1 homolog, MIS12 kinetochore complex assembly cochaperone*^1,2^ |
| 114446 | *dlg1* | *discs, large homolog 1 (Drosophila)* ^1, 3, 4^ | 405769 | *syk* | *spleen tyrosine kinase*^1, 2, 3, 4^ |
| 100005297 | *epgn* | *epithelial mitogen homolog (mouse)* ^1, 3, 4^ | 100333043 | *tap1* | *transporter 1, ATP-binding cassette, sub-family B (MDR/TAP)* ^1^ |
| 562999 | *hectd2* | *HECT domain containing*^1^ | 692289 | *tbk1* | *TANK-binding kinase 1*^1, 2, 3, 4^ |
| 30573 | *hsp90ab1* | *heat shock protein 90, alpha (cytosolic), class B member 1*^1,2^ | 100333821 | *tnfrsf11a* | *TNF receptor superfamily, member 11a, NFKB activator*^1,3^ |
| 563560 | *ikbkb* | *inhibitor of nuclear factor kappa B kinase subunit beta*^1, 2, 3^ | 564279 | *tnip2* | *TNFAIP3 interacting protein 2*^1, 2, 3^ |
| 560193 | *Il-34* | *interleukin 34*^1, 3, 4^ | 100331669 | *tpp2* | *tripeptidyl peptidase 2*^1^ |
| 403013 | *irf9* | *interferon regulatory factor 9*^1, 3, 4^ | 406335 | *uba1* | *ubiquitin-like modifier activating enzyme 1*^1^ |
| 561370 | *jak3* | *Janus kinase 3 (a protein tyrosine kinase, leukocyte)*^1, 3, 4^ | 393934 | *ube2d2* | *ubiquitin-conjugating enzyme E2D 2 (UBC4/5 homolog, yeast)* ^1,2^ |
| 555969 | *lpcat1* | *lysophosphatidylcholine acyltransferase 1*^1,2^ | 406807 | *ube2na* | *ubiquitin-conjugating enzyme E2Na*^1 ,2, 3, 4^ |
| 399480 | *mapk3* | *mitogen-activated protein kinase 3* ^1, 2, 3, 4^ | 321056 | *zgc:63569* | *zgc:63569*^1,2^ |
|  |  |  | 393844 | *znrf1* | *zinc and ring finger 1*^1^ |

**Supplementary Table S5**. Relative Gene Expression of interferon-related genes in AGD-affected gill. Gene symbols include *ifn; ifn, irf: ifn regulatory factor, ifng: ifn gamma,* dpi: days post inoculation, GeneID: *Salmo salar* gene identification number, chr: chromosome location, p-adj: P-values adjusted for false discovery rate, log_2_FC: log of gene expression fold change to base 2. Up-regulated genes are highlighted with bold text.

| Time | GeneID | Gene symbol | Chr | p-adj | log_2_FC |
| --- | --- | --- | --- | --- | --- |
| 4 dpi | 106564725 | *ifngr1b* | ssa12 | 0.00 | -0.8 |
|  | 106581880 | *ifngr2a* | ssa21 | 0.01 | -0.8 |
|  | 100136548 | *irf1* | ssa13 | 0.04 | -0.4 |
|  | 100337625 | *irf3* | ssa19 | 0.00 | -0.5 |
|  | 106565674 | *irf6-like* | ssa12 | 0.03 | -0.5 |
|  | 100329194 | *irf 7B* | ssa10 | 0.00 | -0.8 |
| 7 dpi | 106581896 | *Ifnr(a/b)1a-like* | ssa21 | 0.03 | -1.3 |
|  | 106587463 | *ifngr1a* | ssa02 | 0.01 | -1.5 |
|  | 106564725 | *Ifngr1b* | ssa12 | 0.01 | -1.9 |
|  | 106581880 | *irf2a* | ssa21 | 0.01 | -1.2 |
|  | 100136548 | *irf1* | ssa13 | 0.01 | -1.6 |
|  | 100846970 | *irf1 isoform 2* | ssa04 | 0.03 | -1.0 |
|  | 100136507 | *irf2* | ssa09 | 0.04 | -0.6 |
|  | **106612476** | ***irf2-like*** | **ssa01** | **0.00** | **2.5** |
|  | 106566745 | *irf4-like* | ssa13 | 0.02 | -1.6 |
|  | 100194823 | *irf5* | ssa17 | 0.00 | -0.8 |
|  | 100329194 | *irf7B* | ssa10 | 0.00 | -2.1 |
|  | 106562284 | *irf8-like* | ssa11 | 0.03 | -0.8 |
|  | 100380435 | *irf9* | ssa19 | 0.00 | -0.6 |
| 14 dpi | **106612476** | ***irf 2-like*** | **ssa01** | **0.04** | **0.8** |
|  | 100337625 | *irf 3* | ssa19 | 0.01 | -0.4 |
|  | **100194953** | *irf* ***4*** | **ssa23** | **0.03** | **0.4** |
|  | **106599909** | ***irf 4-like*** | **ssa03** | **0.01** | **0.6** |
|  | **106571913** | ***irf 4-like*** | **ssa15** | **0.00** | **0.6** |
|  | 100329194 | *irf 7B* | ssa10 | 0.00 | -0.8 |
| 16 dpi | 106600865 | *ifn a3* | ssa03 | 0.00 | -1.3 |
|  | 106564725 | *ifngr 1b* | ssa12 | 0.02 | -0.4 |
|  | 100136548 | *irf 1* | ssa13 | 0.00 | -0.7 |
|  | 100337625 | *irf 3* | ssa19 | 0.00 | -0.8 |
|  | 106566745 | *irf 4-like* | ssa13 | 0.05 | -0.6 |
|  | 106609132 | *irf 5-like* | ssa07 | 0.02 | -0.5 |
|  | 100329194 | *irf 7B* | ssa10 | 0.00 | -1.4 |
|  | 100380435 | *irf 9* | ssa19 | 0.00 | -1.6 |

**Supplementary Table S6.** Relative Gene Expression of TNF and TGF-β in AGD-affected gill.

Gene symbols: *tnf-α: tumor necrosis factor-alpha, tgf-β:* *transforming growth factor-beta*

dpi: days post inoculation, GeneID: *Salmo salar* gene identification number, chr: chromosome location, p-adj: P-values adjusted for false discovery rate, log_2_FC: log of gene expression fold change to base 2. Up-regulated genes are highlighted with bold text.

| Time | GeneID | Gene symbol | Chr | p-adj | Log_2_FC |
| --- | --- | --- | --- | --- | --- |
| 4 dpi | 100136457 | *tnf-α1 precursor* | ssa05 | 0.0002 | -1.4 |
|  | 100136458 | *tnf-α2 precursor* | ssa02 | 0.0291 | -1.0 |
| 7 dpi | 100136509 | *tnf-α* | ssa14 | 0.0296 | -3.0 |
|  | 100136457 | *tnf-α1 precursor* | ssa05 | 0.0016 | -1.6 |
|  | 100136458 | *tnf-α2 precursor* | ssa02 | 0.0034 | -1.7 |
|  | 100195362 | ***tgf-β induced*** | ssa09 | 0.0001 | **0.9** |
|  | 106584161 | ***tgf-β2-like*** | ssa02 | 0.0000 | **3.2** |
|  | 106590795 | ***tgf-β3-like*** | ssa01 | 0.0049 | **1.0** |
| 14 dpi | 100136457 | *tnf-α1 precursor* | ssa05 | 0.0038 | -1.2 |
|  | 106569003 | ***tgf-β1-like*** | ssa14 | 0.0325 | **1.3** |
| 16 di | 106569003 | ***tgf-β1-like*** | ssa14 | 0.0001 | **2.1** |
|  | 106584161 | ***tgf-β2-like*** | ssa02 | 0.0144 | **0.7** |

**Supplementary Table S7**. Relative Gene Expression of *mucin (muc*) gene family members in gill tissue following *N. perurans* exposure. dpi: days post inoculation, GeneID: gene identification number, chr: chromosome location, p-adj: P-values adjusted for false discovery rate, Log_2_FC: log of gene expression fold change to base 2. Up-regulated genes are highlighted with bold text

| Time | GeneID | Gene symbol | Chr | p-adj | Log_2_FC |
| --- | --- | --- | --- | --- | --- |
| 4 dpi | 106608496 | *muc-2-like* | ssa07 | 0.0000 | -0.8 |
|  | 106612949 | ***muc-5AC-like*** | ssa09 | 0.0072 | **1.2** |
|  | 106560392 | *muc-7-like* | ssa10 | 0.0000 | -1.7 |
| 7 dpi | 106608493 | *muc-2-like* | ssa07 | 0.0235 | -2.5 |
|  | 106603020 | *muc-2-like* | ssa04 | 0.0235 | -1.8 |
|  | 106613952 | *muc-2-like* | ssa10 | 0.0041 | -0.8 |
|  | 106584523 | ***muc-2-like*** | ssa23 | 0.0000 | **3.0** |
|  | 106577588 | *muc-5AC-like* | ssa18 | 0.0444 | -0.6 |
|  | 106560392 | *muc-7-like* | ssa10 | 0.0073 | -2.6 |
|  | 106579100 | ***muc-13-like*** | ssa19 | 0.0000 | **7.8** |
|  | 106607023 | *muc-17-like* | ssa06 | 0.0361 | -0.7 |
|  | 106585310 | *muc-17-like* | ssa24 | 0.0268 | -0.6 |
| 14 dpi | 106560392 | *muc-7-like* | ssa10 | 0.0000 | -1.3 |
|  | 106565164 | ***muc-12-like*** | ssa12 | 0.0007 | **0.9** |
| 16 dpi | 106560392 | *muc-7-like* | ssa10 | 0.0000 | -1.5 |
|  | 106561817 | ***intestinal muc-like*** | ssa10 | 0.0000 | **0.8** |

**Supplementary Table S8.** . Primer sequences for quantitative PCR validation of Atlantic salmon immune differentially expressed genes in response to AGD. Genes included *acod1: aconitate decarboxylase 1* (also known as *irg1*), *cath1: cathelicidin 1*, *clra*: *c type lectin receptor a*, *cxc4: c-c motif chemokine 4-like*, *lect2: leukocyte cell-derived chemotaxin 2-like*, *il-8: interleukin-8-like*, *interleukin-17*: *il-17f-like*, *nos: nitric oxide synthase 2, inducible*, *ptx: pentraxin-related protein-like*, *sap: serum amyloid P-component-like*. All primers were designed to have Tm of 62^o^C

| Gene | Gene ID | Accession No. | Forward Primer | Reverse primer | Amplicon size |
| --- | --- | --- | --- | --- | --- |
| 106581616 | *acod* | XM_014163747.1 | ctccagtacagccagttcttca | cagggtgccacgtatcatca | 142 |
| 106585882 | *cxc4* | XM_014172601.1 | gcagcagcattctcagaggt | gtctcacccctgtcttggtg | 157 |
| 106600843 | *il-17a/f1* | XM_014192555.1 | gactaccaacaccacctatg | ccaggatctggtggtaaatg | 140 |
| 106577833 | *il-8* | XM_014156195.1 | tgctctaaggaagaagtcattgtca | gttgattctgacgctgttgattt | 165 |
| 106611589 | *lect2* | XM_014211962.1 | ggtgctcatagctgtgttgtc | tacacacaatgtccaggccc | 161 |
| 106581433 | *ptx3* | XM_014163494.1 | actggagcccacagcta | aagcatgttctccctcatctg | 112 |
| 106604759 | *sap* | XM_014199767.1 | gtgtaggccgtcactacctc | tggaaaacgccctcttgaca | 150 |
| 100136453 | *cath1* | NM_001123586.1 | aaatgggaaactaatgatgtgcagc | ggagcattttctggcttggc | 163 |
| 100136446 | *clra* | NM_001123581.1 | actgctgaggaacagacgtt | cgtcaatgtggttgttgggc | 169 |
| 100136525 | ef1aα | NM_001123629.1 | gctgctgagatgggtaa | caaacttccacagggaaatg | 133 |
| 100136358 | *nos2* | XM_014214975.1 | tctcttcctgggctctcacc | gaaagtgctgtgatgcggtc | 169 |

How the deposited data were processed for this re-analysis (not part of the article)

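Gill RNA of Atlantic salmon was sequenced from 6 naïve control fish at 0 dpi and from 6 fish with AGD at each of 4, 7, 14 and 16 dpi, as 1 library per fish and 30 libraries in all. The gene counts were made by the authors, who called bases with CASAVA 1.8, looked at read quality with FastQC (version not given) and MultiQC 1.7, trimmed reads with Trimmomatic 0.36, aligned them to ICSASG_v2 with HISAT2 2.1.0 and counted fragments per gene with featureCounts 1.6.0, and deposited them raw. The log2 fold changes of AGD over control that the authors deposited for 32483 genes came from DESeq2 1.24.0, and so did their p-values, adjusted by Benjamini-Hochberg. These log2 fold changes and p-values served only to be set beside values fitted here from the counts. Time points were read from the sample descriptions, and fish are numbered as in the sample titles.

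Of 57798 rows of the count table 57781 were kept, and 17 that hold pieces of 2 genes broken across lines were left out, which hold at most 0.011% of a library. At least 1 count was present for 52657 genes, and names were taken from the authors' annotation and from a RefSeq gene table with a symbol for 44159 genes. Each time point was compared with the control fish in its own fit of 12 libraries, because the paper reports that libraries of 7 dpi lie far apart on PC1, which would raise a shared estimate of the spread. The test was the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) with TMM size factors, genes kept by filterByExpr at its defaults, Benjamini-Hochberg adjustment per time point and a threshold of 0.05 without a minimum fold, the paper's threshold. The standard error of a log2 fold change is its size divided by the square root of F. Levels in CPM are TMM-normalised, log2 CPM used a prior count of 2, and a gene without counts in a group was set to a floor of 3 counts over that group for a bound. AGD fish of 7 dpi were tested against AGD fish of 4, 14 and 16 dpi by edgeR as well.

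Gene lists, 36 in all, were fixed before the count files were opened and were tested at 4 time points, 144 tests in all, with camera of limma 3.58.1 at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over all of them. Shares of counts were compared by an exact permutation test over the fish, whose smallest p with 6 against 6 is 0.0022, and intervals of shares are 95% Wilson intervals. Fold changes of the 10 qPCR genes were set beside the qPCR values of the paper by Spearman's rho with 100000 permutations across genes. Principal components were taken from centred log2 CPM of all 30 libraries.

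Genes are named by a rule written beforehand. It takes the 68 genes that the paper names with an ID, whose values in the paper's tables had been seen. It also takes, per time point, the 10 largest rises and the 10 largest falls among genes that passed, with a mean of at least 1 CPM, a description and all 6 AGD fish on the same side of the control mean. Of each list that is reported it takes up to 4 members with the highest mean CPM, and some genes under the rule were left out for length. A further gene that the paper names is not reported here.

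The alternatives were RLE size factors, no filter on low counts, DESeq2 1.42.0, one edgeR fit over all 30 libraries, the replicate number as a block, limma voom with quality weights, each of 12 libraries left out in turn, the libraries of 7 dpi beyond the largest gap on PC1 left out, and the genes of the liver lists left out. Lists were tested again with an estimated correlation and with fry, and principal components with variance-stabilised counts and with unit variance per gene. The edgeR and camera steps were first tested on simulated data drawn from the means and spread of the control fish and the real library sizes. The spread between AGD fish was not simulated. Of 200 changed genes 114, 99, 103 and 110 were called at 4, 7, 14 and 16 dpi, and 7, 11, 7 and 2 unchanged genes were called. Tank and sequencing lane were not used here, and naïve fish of a later day were not analysed here.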

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

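Chosen after the results were seen were the measures tested for a fish apart, the genes compared between time points, the lists counted as undiscussed, the erythrocyte share, and the reading of each median by its bootstrap interval. Proteins of blood plasma and of the liver had the largest differences between 7 dpi and the other days of AGD. Liver-type genes stood at 43.7 to 53.2 times the control mean in fish 2 to 5 of 7 dpi and at 0.856 and 0.847 times in fish 1 and 6, and without fish 2 to 5 the 19 genes of this text with log2 fold changes over control above 4 at 7 dpi lay at -3.62 to 1.84, 13 of them below 0. The differences below include fish 2 to 5 and were not tested without them. The log2 fold changes at 7 dpi lay above those at 4, 14 and 16 dpi by 13.37, 15.97 and 14.41 for serum albumin 1 (100136575), 13.02, 14.06 and 13.26 for transferrin (100136560), and 13.5, 16.41 and 14.66 for fatty acid-binding protein 10-A (106582922). For proteins of clotting and a protease inhibitor the differences were 13.45, 16 and 14.2 for fibrinogen alpha chain-like (106578169), 13.61, 15.91 and 14.42 for fibrinogen beta chain-like (106578170), 13.29, 16.46 and 14.44 for alpha-1-antitrypsin-like (106608112), and 10.01, 10.65 and 10.8 for coagulation factor IX-like (106612366). For a pentraxin, complement and a transporter they were 14.31, 16.81 and 14.81 for pentraxin (100136583), 12.93, 14.84 and 13.45 for complement factor H-like (106560550), 11.62, 11.88 and 11.71 for complement C3-like (106586139), 8.73, 8.83 and 9.41 for complement factor B-like (106602980), and 10.62, 11.03 and 11.01 for bile salt export pump-like (106575306). Adjusted p of these differences, tested by edgeR between the AGD fish, were 0.012 to 0.019. Antioxidant enzymes and C1q-like proteins differed by 9.65, 9.39 and 9.62 for catalase-like (106564824), 6.1, 5.43 and 5.73 for glutathione peroxidase 3-like (106612297), 3.69, 3.33 and 3.57 for glutathione peroxidase 3-like (106604151), 9.13, 8.69 and 8.53 for C1q-like protein 2 (106601033), and 6.76, 7.07 and 7 for C1q-like protein 2 (106563105). A lectin receptor, a chemotaxin, a growth factor and a sterol enzyme differed by 7.33, 7.28 and 7.92 for clra (100136446), 6.84, 7.11 and 8.02 for lect2 (106611589), 2.92, 3.06 and 2.55 for tgf-β2-like (106584161), and 4.33, 3.67 and 4.06 for sc5d (100195087), with adjusted p of 0.012 to 0.031 for these and the last set. Further differences of 7 dpi were -1.6 from 16 dpi for tnf-α2 (100136458), 1.24 and 1.17 from 14 and 16 dpi for npm (100195119), 1.09 from 16 dpi for tgfbi (100195362), 13.23 and 14.01 from 4 and 16 dpi for complement C9 (106568362), and -0.95 from 4 dpi for mucin-5AC-like (106577588). They were 1.44 from 4 dpi for glutathione peroxidase 2-like (106583190), 2.11 from 16 dpi for mucin-2-like (106584523), 16.51 from 14 dpi for fibrinogen gamma chain-like (106602564), 0.99 and 0.88 from 4 and 16 dpi for high mobility group protein B3-like (106608930), and 1.98 and 1.81 from 4 and 16 dpi for interferon regulatory factor 2-like (106612476), with adjusted p of 0.013 to 0.048 for this and the last set. In all, 4566 genes were higher and 396 lower at 7 dpi than at 4 dpi, 3675 and 143 than at 14 dpi, and 4485 and 446 than at 16 dpi.

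Lists of genes outside those the paper discusses passed camera upward. Their genes higher in AGD fish numbered 4 of 37, 13 of 37 and 17 of 38 at 4, 14 and 16 dpi for skeletal muscle (5, 14 and 20 over the list alone, adjusted p = 0.69, 0.61 and 0.5 with an estimated correlation), 10 of 40, 16 of 38 and 23 of 40 at 4, 14 and 16 dpi for keratins (12, 20 and 24 over the list alone, adjusted p = 0.5, 0.24 and 0.23 with an estimated correlation), 6 of 42, 9 of 42 and 7 of 42 at 4, 7 and 16 dpi for circadian clock (11, 15 and 7 over the list alone, adjusted p = 0.36, 0.53 and 0.61 with an estimated correlation). They were 8 of 115 at 4 dpi for collagens (8 over the list alone, adjusted p = 0.75 with an estimated correlation), and 6 of 45 and 2 of 42 at 14 and 16 dpi for immunoglobulin chains (10 and 0 over the list alone, adjusted p = 0.5 and 0.75 with an estimated correlation). At 7 dpi the numbers were 20 of 31 for hepatocyte metabolic enzymes and transporters (22 over the list alone, adjusted p = 0.5 with an estimated correlation), 25 of 29 for hepatocyte plasma carriers (25 over the list alone, adjusted p = 0.5 with an estimated correlation), and 5 of 163 for cytosolic ribosomal proteins (2 over the list alone, adjusted p = 0.61 with an estimated correlation). With the preset correlation these lists passed camera, with adjusted p from 5.3e-19 to 0.049, and none passed with an estimated correlation. Of all genes tested at 7 dpi, 3489 of 31263 were higher. At 7 dpi cytosolic ribosomal proteins held 6.03% of counts against 8.56% in the control fish (exact permutation p = 0.067) and clock genes 0.0345 against 0.0564% (exact permutation p = 0.043), and without fish 2 to 5 the direction of these lists and of plasma carriers reversed.

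Single fish lay far from the other 5 of their group by Dixon's test in 8 of 60 sets of values, where chance gives about 1 in 20. Control fish 1 had 39900 genes detected and lay at -27.1 on PC1, and its level of pentraxin (100136583) was 3.19 CPM against 0.268 to 1.25 in the others. AGD fish 2 of 4 dpi lay at -43.6 on PC1 and held 0.724% of its counts in ionocyte genes against 1.08 to 1.26%. Control fish 2 held 0.832% in liver-type genes, AGD fish 6 of 7 dpi had 19966844 counts in genes, and AGD fish 5 of 14 dpi had 1.12 CPM of pentraxin. Fish 2 to 5 of 7 dpi did not stand out by this test, which looks for 1 fish apart from 5.

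Liver enzymes and transporters, which stay inside hepatocytes and do not belong to the acute phase, were higher at 7 dpi as a list, of which 31 of 57 members had enough counts in gill and other libraries to be tested. Their median log2 fold change was 3.51 (bootstrap interval 1.56 to 7.08), beyond the bound of 1 set for an acute phase response of gill cells alone, and RNA of liver cells in these libraries, set at a median over 3, may account for it, although the interval reaches below 3. Blood left in the gill predicted a median over 1 for erythrocyte genes, and it was 0.49 (-0.02 to 0.66), with a share of 0.18 ± 0.0983% of counts against 0.363 ± 0.142% (SD, n = 6, exact permutation p = 0.015). The lowest share of ionocyte genes among the 7 dpi libraries was 3.82% of the control mean, under the 10% set for a library of another tissue labelled as gill, so such a library is a candidate explanation for fish 2 to 5, while the paper's qPCR on individual gill samples of 7 dpi also has clra and lect2 higher, which does not settle it. RNA of exocrine pancreas cannot be told apart from none, at a median of 0.56 (-0.45 to 4.07) over 10 genes, and a tissue mixed in at dissection, in the laboratory or by a label was not separated.

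Interleukin, interferon, TNF and pattern recognition genes were lower at 7 dpi, with a median of -0.72 over 116 genes, and so were ionocyte and keratin genes, at -0.62 over 106. The immune median lay -0.1 from that of the gill lists (permutation p = 0.55), within the 0.5 set for gill RNA diluted by RNA of another tissue, which may therefore account for the fall of these lists. Without fish 2 to 5 the medians were -0.11 and 0. Among single genes with all 6 fish, 6 of 70 ionocyte genes were called higher and 0 lower, and 1 of 36 keratins each way. Higher and lower were 0 and 1 interleukins, 1 and 1 interferon receptors and factors, 0 and 2 TNF ligands, and 0 and 4 pattern recognition genes. A lower activity of immune genes in the gill at 7 dpi, which the paper proposes, stays open for fish 1 and 6, in which camera had neutrophil genes (median -0.36, adjusted p = 7e-08), interferon-stimulated genes (-0.23, 0.00017) and chemokines (-0.4, 0.024) lower and those of T cells (0.67, 2.8e-11) and B cells (0.4, 1.1e-05) higher, beside medians of 0.13 for keratins and -0.05 for ionocyte genes. Of the 4 pooled immune lists, interleukins were lower in fish 1 and 6 (median -0.3, camera adjusted p = 0.0052). TNF ligands (-0.23, 0.16), interferon receptors and factors (-0.07, 0.5) and pattern recognition genes (-0.04, 0.95) did not pass there. These values of fish 1 and 6 rest on 2 fish and the preset correlation, and an estimated correlation was not run on them.

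Many genes, among them nos2 and acod1, were higher or lower at all 4 time points. The highest simulated count of genes at all 4 time points with no effect was 0 in either direction, but the simulations do not hold the differences between real control fish, so the part of the shared control libraries cannot be told apart. The number of control libraries of 4 to 16 dpi is 0, so sampling day and time in the tanks cannot be told apart from AGD.

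Other splits of the 12 libraries of each comparison were fitted with edgeR, with 100 splits drawn per comparison, the real one included. The splits that give as many genes as the real one numbered 1 for genes higher at 4 dpi, 1 for genes lower at 4 dpi, 2 for genes higher at 7 dpi, 4 for genes lower at 7 dpi, 1 for genes higher at 14 dpi, 1 for genes lower at 14 dpi, 1 for genes higher at 16 dpi and 1 for genes lower at 16 dpi. The real counts were 1368 and 2329, 3489 and 509, 1969 and 2027, and 2425 and 2946, and the highest other counts were 2, 5815, 1908 and 398 at 4, 7, 14 and 16 dpi. At 4, 14 and 16 dpi none of the other splits drawn gave as many genes, though at 14 dpi the highest came close. Of 462 possible splits per comparison most were not drawn, so chance is made less likely on these days and not excluded. At 7 dpi the numbers of such splits also lay under the share set beforehand for chance. Chance is still left open at 7 dpi, because other splits reached or exceeded the real counts there. At 7 dpi the highest other count came from a split with 4 AGD fish on one side, and at 14 dpi from a split with 5 AGD fish on one side. Whether the 4 were fish 2 to 5 was not looked at.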

How the results depend on the processing

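Chosen after the data were seen were the values of named genes, of the qPCR correlation and of the hepatocyte share without fish 2 to 5 of 7 dpi, and the fit over all libraries but those 4. Of 390 results for 107 named genes, 171 passed. Direction and side of the threshold were as before in 387 with RLE size factors, 380 without the filter, 352 of 386 with DESeq2, 294 with limma voom, 271 with one fit over all 30 libraries and 4345 of 4680 leaving out 1 library. The calls lost were 3, 10, 0, 1, 90 and 257 in this order. Of 144 list results 78 passed, and 144 were as before with RLE, 131 without the filter, 111 with fry, 1623 of 1728 leaving out 1 library, and none of the 78 passed with an estimated correlation. Genes higher and lower numbered, with limma voom, 4709 and 5022 at 4 dpi, 8053 and 12094 at 7 dpi, 4656 and 4436 at 14 dpi, 4983 and 5267 at 16 dpi and 422 and 1056 at all 4. With one fit over all 30 libraries they numbered 231 and 710, 6456 and 5054, 207 and 481, and 336 and 808, with 31 higher at all 4. DESeq2 gave 2305 higher at 4 dpi, 6498 and 1269 at 7 dpi and 202 and 452 at all 4. Without the filter 902 were higher at 4 dpi, and a fit over all libraries but fish 2 to 5 of 7 dpi gave 2413. Without those fish 15 and 13 passed at 7 dpi and 11 and 12 at all 4. PC1 and PC2 held 48.67 and 11.26% with unit variance per gene, and the qPCR correlation at 14 dpi was 0.71 with DESeq2 or without the filter. The share of counts in hepatocyte enzymes and plasma carriers was 13.1% at 7 dpi against 0.683% in the control fish (exact permutation p = 0.061). This hepatocyte share was 0.576% without fish 2 to 5, below the controls (exact p = 0.036). Other numbers for each time point or for all 4, beside those of the replicate block and of libraries left out, lay within 1.5 times the reported ones. The 6467 genes higher at any time point became 10471 with DESeq2, 14317 with limma voom, 3249 with the block and 3504 with fish 2 to 5 left out. The 4190 genes lower at any time point became 16650 with limma voom. Genes higher at 1 time point only became, at 4 dpi (reported 337) 203 with no filter, 637 with DESeq2, 84 with the fit over all 30, 1405 with limma voom and 149 with the block, at 7 dpi (reported 2965) 5610 with DESeq2, 6276 with the fit over all 30, 5937 with limma voom, 0 with the block and 2 with fish 2 to 5 left out, at 14 dpi (reported 516) 37 with the fit over all 30, 893 with limma voom and 1294 with the block, and at 16 dpi (reported 714) 113 with the fit over all 30. Genes lower at 1 time point only became, at 4 dpi (reported 629) 945 with DESeq2, 179 with the fit over all 30, 1005 with limma voom and 272 with the block, at 7 dpi (reported 121) 349 with DESeq2, 4570 with the fit over all 30, 8801 with limma voom, 0 with the block and 0 with fish 2 to 5 left out, at 14 dpi (reported 377) 582 with DESeq2, 42 with the fit over all 30 and 906 with the block, and at 16 dpi (reported 784) 146 with the fit over all 30, 521 with limma voom and 462 with the block. Leaving out 1 library these numbers ranged from 3982 to 8609 higher and 2884 to 6070 lower at any time point, and, at 1 time point only, from 92 to 548 and 214 to 930 at 4 dpi, 1751 to 5107 and 25 to 2001 at 7 dpi, 205 to 776 and 182 to 1020 at 14 dpi, and 427 to 1012 and 449 to 1017 at 16 dpi.

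Leaving out 1 library, genes higher and lower ranged from 605 to 1872 and 1388 to 2877 at 4 dpi, 2015 to 5748 and 149 to 2946 at 7 dpi, 1249 to 2942 and 1335 to 3271 at 14 dpi, and 1664 to 3358 and 2178 to 3484 at 16 dpi, and from 44 to 115 and 70 to 314 at all 4. The number lower at 7 dpi was 318, 225, 167, 168, 149 and 195 without control fish 1, 2, 3, 4, 5 and 6, and 2158, 189, 187, 231, 191 and 2946 without AGD fish 1, 2, 3, 4, 5 and 6. At all 4 time points, 44, 44 and 45 without control fish 3, 4 and 5 were higher, and 110, 80, 83, 70 and 113 without control fish 2, 3, 4, 5 and 6 and 101, 98, 119, 99 and 314 without AGD fish 2, 3, 4, 5 and 6 of 7 dpi were lower. The hepatocyte share at 7 dpi, 13.1% with all 6 fish (exact permutation p = 0.061), ranged from 11.5 to 15.5%, with exact p = 0.015 without AGD fish 1 or 6. Signs reversed at 7 dpi without fish 2 to 5 in named genes, with log2 fold changes of -1.45 for clra (100136446), -1.19 for transferrin (100136560), -1.62 for serum albumin 1 (100136575), -1 for pentraxin (100136583), -0.45 for sc5d (100195087), -0.92 for complement factor H-like (106560550), -0.3 for C1q-like protein 2 (106563105), -0.36 for catalase-like (106564824), -1.57 for complement C9 (106568362), -1.72 for fibrinogen alpha chain-like (106578169), -1.61 for fibrinogen beta chain-like (106578170), -3.62 for fatty acid-binding protein 10-A (106582922), -0.32 for tgf-β2-like (106584161), -2.24 for alpha-1-antitrypsin-like (106608112) and -0.79 for lect2 (106611589). With limma voom they reversed for troponin I-like (106561016) at 7 dpi (-2.45), keratin 18-like (106575639) at 7 dpi (-3.57), cgas (106577085) at 7 dpi (-3.64) and glutathione peroxidase 3-like (106604151) at 16 dpi (0.39). In camera the direction of lists reversed without those fish, at adjusted p of 0.0014 for hepatocyte plasma carriers, 0.0019 for coagulation factors and inhibitors made in liver, 0.37 for acute phase proteins, 0.054 for complement components other than C1q-like, 8.8e-08 for erythrocytes, 9.1e-09 for skeletal muscle, 0.91 for cartilage and bone, 0.054 for keratins, 0.0077 for mucins, 1.1e-05 for B cells, 2.8e-11 for T cells, 2.9e-11 for ribosome biogenesis, 0.0048 for cytosolic ribosomal proteins, 0.43 for DNA replication, 1.1e-06 for proteasome, 0.0013 for sterol biosynthesis, 0.046 for antioxidant enzymes, 0.91 for circadian clock and 0.85 for collagens, and that of cytosolic ribosomal proteins at 14 dpi without control fish 1 (adjusted p = 0.00016, and up to 0.97 leaving out any other). The fit without fish 2 to 5 holds 2 AGD libraries against 6, its list tests used the preset correlation only, and the cause of the other changes was not tested.

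Genes with too few counts, 17952, 19072, 17940 and 18014 at 4, 7, 14 and 16 dpi, were not tested, and without the filter 69, 1455, 125 and 180 of them were higher. In simulated data of the same depth, with the spread of the control fish in both groups, 4.5 to 11.9% of 1.5-fold changes and 47.8 to 62.7% of 2-fold changes were called. These shares do not hold for 7 dpi, where the AGD fish lay far apart.

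With the replicate number as a block, 652 and 1481 genes were higher and lower at 4 dpi, 0 and 0 at 7 dpi and 0 and 0 at all 4 time points by edgeR, and 57 calls of named genes were lost and 12 gained. The numbers do not pair the fish, with mean correlations of 0, -0.03, 0.11 and 0 between fish of the same number at 4, 7, 14 and 16 dpi, so a call lost here is not a sign of a weaker effect. At 7 dpi this fit gave 4407 and 5722 at an unadjusted p under 0.05, where DESeq2 and limma voom without a block gave the adjusted counts above.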

Differences from the paper's values

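The bootstrap error set beside the correlations was chosen after their values were seen. The paper gives 19251 differentially expressed genes at an adjusted p under 0.05, the threshold used here, and 10657 were found as higher and lower genes added over the time points. Of these the paper has 8425 lower and 10826 higher, against 4190 and 6467 here. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of all 3 of these numbers (16369, 5898 and 10471), one fit over all 30 libraries within 1.5 times of the number lower (5726), and limma voom within 1.5 times of the number higher (14317). Leaving out 1 library came within that range in 2, 1 and 3 fits for the sum, the lower and the higher genes. RLE size factors, no filter on low counts, the replicate block, the fits without fish 2 to 5 of 7 dpi and without the genes of the liver lists did not for any of the 3.

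Genes lower only at 7 dpi number 3107 in the paper and 121 here, and one fit over all 30 libraries (4570) came within 1.5 times of the paper's number, while none of the other alternatives did. Genes higher only at 7 dpi number 6362 in the paper and 2965 here, and DESeq2 (5610), one fit over all 30 libraries (6276), limma voom (5937) and 2 fits that left out 1 library came within 1.5 times, while the other alternatives did not. At all 4 time points the paper has 609 genes lower and 210 higher, against 200 and 105 here, and DESeq2 (452 and 202) came within 1.5 times of both, while none of the other alternatives did for either. The deposited results of the authors hold 7408 genes higher and 5024 lower at 7 dpi, of which 3071 and 441 were also called here, and the Spearman correlation of the log2 fold changes is 0.99.

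Serum amyloid P-component-like (sap, 106604759), which binds bacterial surfaces, is 1.4-fold lower at 7 dpi in the paper's Table 1. Counted in that downward direction the fold here is -1.4, a rise that did not pass the test, and none of the alternatives has a fall. The results the authors deposited have a log2 fold change of 0.47 for this gene at 7 dpi, also a rise. The error of a fold change is the larger of its standard error and the SD between the 6 AGD fish. Interferon gamma receptor 2a (ifngr2a, 106581880) has a log2 fold change of -0.8 at 4 dpi in the paper's Supplementary Table S5 and of -1.15 here, and the values lie within the error of 0.32 with the replicate block (-0.97), with limma voom (-0.82) and in 2 fits that left out 1 library, but not with the other alternatives. Interferon regulatory factor 9 (irf9, 100380435) has -1.6 at 16 dpi in the paper and -0.6 here, and none of the alternatives came within the error of 0.17, while the results the authors deposited have -0.64. For the tnf-α1 precursor (100136457) the paper's Supplementary Table S6 has -1.4 at 4 dpi and the value here is -1.84, and limma voom (-1.56) and 1 fit that left out 1 library lie within the error of 0.33, but not the other alternatives. For ifngr2a and the tnf-α1 precursor at 4 dpi the deposited results have -0.88 and -1.43. Of 115 gene values of the paper set beside values here, 4 differ and 1 of these has the other sign. At 7 dpi the SD between fish is wide, so large gaps, such as that of a tnf-α gene, do not count as differing. Values of genes that the filter removed were not set beside. One of them is interleukin-8-like (106577833) at 7 dpi, with a fold of -3.2 in the paper's Table 1 and, without the filter, a rise here that did not pass.

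The qPCR correlation at 14 dpi is 0.78 in the paper and 0.62 here, which lies within a bootstrap SD of 0.3, and with an error of 0.1 it would differ, while DESeq2 and no filter on low counts gave 0.71 each. The paper states that catalase was not higher at 7 dpi, whereas catalase-like (106564824) rose by 9.49 log2 units at 7 dpi by edgeR (standard error 1.7, adjusted p = 0.012), and without fish 2 to 5 of that day it stood at -0.36.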

Other observations

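The lists and genes described in this part were picked after their values were seen. An ion pump gene, a T-cell receptor gene and a muscle gene changed, which the paper's text does not describe for these genes. The sodium/potassium-transporting ATPase subunit alpha-1 (100136390), the ion pump of ionocytes, fell by 0.83 log2 units at 14 dpi (standard error 0.17, adjusted p = 0.0053) and by 0.57 at 16 dpi (0.15, 0.017), lower in 6 of 6 fish each, and its value of -0.28 at 4 dpi did not pass (0.17, 0.29). Of the ionocyte genes, 7 of 72, 18 of 71 and 15 of 70 were lower at 4, 14 and 16 dpi and 5, 6 and 5 higher (11, 22 and 20 lower over the list alone, adjusted p = 0.56, 0.5 and 0.5 with an estimated correlation). The T-cell receptor beta-2 chain gene 106611417, a part of the antigen receptor, rose by 0.73 at 14 dpi (0.15, 0.0067) and by 0.62 at 16 dpi (0.12, 0.0028), and its value of 0.37 at 4 dpi did not pass (0.19, 0.23). Of the T-cell genes, 1 of 26, 13 of 26 and 9 of 27 were higher at 4, 14 and 16 dpi and none lower (1, 17 and 11 higher over the list alone, adjusted p = 0.75, 0.49 and 0.53 with an estimated correlation). Troponin I, fast skeletal muscle-like (106561016), a protein of muscle contraction, rose by 1.62 at 4 dpi (0.46, 0.037), by 2.81 at 14 dpi (0.55, 0.0048) and by 1.92 at 16 dpi (0.48, 0.014), and the call at 4 dpi was lost in 8 of the 12 fits. For the muscle genes as a list the adjusted p with an estimated correlation were 0.69, 0.61 and 0.5 at 4, 14 and 16 dpi. The 4 time points were not tested against each other for these genes apart from 7 dpi. The paper's stained gill sections show hyperplasia and lamellar fusion that grew up to 14 and 16 dpi. It gives no counts of ionocytes, T cells or muscle cells to set beside the values.

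Genes for making ribosomes were lower at 4, 14 and 16 dpi, and the paper's Fig. 4 shows terms for ribosome biogenesis, proteasome, steroid biosynthesis and protein folding among lower genes without naming genes in the text. Nucleophosmin (npm, 100195119), a nucleolar protein of ribosome assembly, fell, with log2 fold changes of -0.91, -1.22 and -1.14 (standard errors 0.17, 0.2 and 0.19, adjusted p = 0.0039, 0.0017 and 0.001, lower in 6 of 6 fish each). Of 79 ribosome biogenesis genes tested, 47, 46 and 50 were lower and 0, 2 and 1 higher (59, 56 and 60 lower when adjusted over the list alone). Their medians were -0.57, -0.57 and -0.64, with camera adjusted p of 2.7e-21, 3.2e-22 and 4.6e-22, and the adjusted p were 0.32, 0.23 and 0.32 with an estimated correlation. The proteasome subunit psmd1 (106574131), part of the complex that degrades marked proteins, fell, with values of -0.81, -0.95 and -0.7 (0.16, 0.15 and 0.14, adjusted p = 0.0056, 0.0016 and 0.0029). Of the proteasome genes, 36 of 53, 17 of 54 and 26 of 54 were lower (45, 19 and 33 over the list alone), with adjusted p of 0.43, 0.56 and 0.5 with an estimated correlation. Sterol-C5-desaturase (sc5d, 100195087), an enzyme late in the making of cholesterol, fell, with values of -1.28, -0.63 and -1 (0.15, 0.14 and 0.16, adjusted p = 0.00033, 0.011 and 0.00073). Of 22 genes for sterol biosynthesis, 16, 10 and 19 were lower (18, 14 and 19 over the list alone, with adjusted p of 0.23, 0.5 and 0.21 with an estimated correlation). At 7 dpi sc5d rose by 3.11 (0.76, 0.02), a call lost in 3 of the 12 fits that left out 1 library, and without fish 2 to 5 of that day it stood at -0.45 (adjusted p = 0.51). In fish 1 and 6 alone the medians of the lists for ribosome biogenesis, proteasome and sterol biosynthesis were -0.37, -0.28 and -0.21. Among chaperones, which fold proteins, 21 of 42 genes were lower at 4 dpi, 22 at 14 dpi and 21 at 16 dpi (26, 23 and 23 over the list alone, adjusted p = 0.21, 0.23 and 0.48 with an estimated correlation).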
